# Oxidative Stress Impact on the Transcriptome of Differentiating Neuroblastoma Cells: Implication for Psychiatric Disorders

**DOI:** 10.3390/ijms21239182

**Published:** 2020-12-02

**Authors:** Behnaz Khavari, Ebrahim Mahmoudi, Michael P. Geaghan, Murray J. Cairns

**Keywords:** oxidative stress, SH-SY5Y, neurodevelopmental disorders, psychiatric disorders, neuronal differentiation, immunity

## Abstract

Prenatal environmental exposures that have been shown to induce oxidative stress (OS) during pregnancy, such as smoking and alcohol consumption, are risk factors for the onset of schizophrenia and other neurodevelopmental disorders (NDDs). While the OS role in the etiology of neurodegenerative diseases is well known, its contribution to the genomic dysregulation associated with psychiatric disorders is less well defined. In this study we used the SH-SY5Y cell line and applied RNA-sequencing to explore transcriptomic changes in response to OS before or during neural differentiation. We observed differential expression of many genes, most of which localised to the synapse and were involved in neuronal differentiation. These genes were enriched in schizophrenia-associated signalling pathways, including PI3K/Akt, axon guidance, and signalling by retinoic acid. Interestingly, circulatory system development was affected by both treatments, which is concordant with observations of increased prevalence of cardiovascular disease in patients with NDDs. We also observed a very significant increase in the expression of immunity-related genes, supporting current hypotheses of immune system involvement in psychiatric disorders. While further investigation of this influence in other cell and animal models is warranted, our data suggest that early life exposure to OS has a disruptive influence on neuronal gene expression that may perturb normal differentiation and neurodevelopment, thereby contributing towards overall risk for developing psychiatric diseases.

## 1. Introduction

Psychiatric disorders such as schizophrenia (SZ), autism spectrum disorder (ASD), bipolar disorder (BD), and major depressive disorder (MDD), are characterised by impairments in cognition, communication, behaviour and motor skills that are thought to arise from abnormal brain development, a process that initiates with the differentiation of the neural progenitor cells [1]. While this process extends through late adolescence, and arguably throughout the lifespan of an individual [2], any disturbance can result in the malfunction and maladaption associated with neurodevelopmental disease. Environmental risk factors such as maternal immune activation, maternal stress during pregnancy, prenatal malnutrition and deficiency, and other obstetric complications that result in fetal hypoxia, could also contribute significantly to their development. Lifestyle associated risk factors including exposure to alcohol [3] and cigarette smoking [4,5] during pregnancy are also thought to increase the risk of neurodevelopmental disorders emerging in the offspring. A common adverse cellular event induced by a number of these environmental exposures is oxidative stress [6,7], the condition characterised by the elevation of intracellular reactive oxygen (ROS), such as hydrogen peroxide (H_2_O_2_), as a result of their excessive production and/or deficiency in antioxidant systems [8]. The brain is particularly vulnerable to oxidative stress, due to its high energy requirements combined with high lipid and metal content and relatively low expression of endogenous antioxidant mechanisms [9].

While oxidative stress is thought to be a key factor in the ageing process and age-related pathophysiological conditions, such as neurodegenerative disorders [10,11,12], including Alzheimer’s disease (AD) and Parkinson’s disease (PD) [11,13], it has also been reported in individuals with neurodevelopmental disorders and may in some cases be due to deficiencies in the redox systems. For example, an early proteomics analysis of postmortem samples from SZ patients and healthy individuals reported that nearly half of altered proteins were related to mitochondrial function and oxidative stress responses, and 90% of patients could be distinguished from controls based on differential expression of energy metabolism- and oxidative stress-associated genes [14]. Also, reduced levels or activity of antioxidant enzymes have been observed in patients with SZ [15,16,17], BD [15] and ASD [18]. Interestingly, individuals with first-episode psychosis (FEP) were recently shown to have lower blood levels of endogenous antioxidants in a meta-analysis [19] and also, significantly reduced brain levels of glutathione, the major antioxidant in the brain [20]. This is supported by genetic studies that have revealed associations of redox gene polymorphisms with SZ [17] and other psychiatric disorders [21], reviewed by Koga et al. and Kim et al., respectively. Also, we recently showed that polygenic risk of schizophrenia variants identified by GWAS [22,23] is enriched within two redox-related pathways including NOS1 (Nitric Oxide Synthase 1) and HIF-2 (Hypoxia-Inducible Factor-2) signalling [24]. Although compelling, it remains unclear if the observed alterations in the redox system are contributing to the etiology of neurodevelopmental disorders or are just a consequence or side effect of their pathology [17].

Assuming a causal role for oxidative stress in the development of psychiatric diseases, it is still unclear when these imbalances in the redox system originate and exert their deteriorating effects. While a combination of genetic background and early life [25] or adolescent [26] exposures to oxidative stress have been suggested to induce cognitive impairments and psychotic symptoms, how moderate sub-threshold cytotoxic levels affect CNS development prenatally, remains unknown. We therefore hypothesize that oxidative stress arising from environmental risk factors associated with neurodevelopmental disorders will alter the transcriptional landscape of neurons during differentiation. To test this hypothesis, we used the most widely applied and cited in vitro system for neurodevelopmental and neuropsychiatric studies, the SH-SY5Y neuroblastoma cell line [27]. Despite its tumor origin, this model has several advantages compared to other human neuronal models such as embryonic stem cells, neuronal progenitor cells (NPCs), and induced pluripotent stem cells (iPSCs). These include low cost, feasibility in terms of ease of culture, reproducibility, literature availability, and the unnecessity of ethical approvals which are needed in studies involving primary human neuronal cultures [27,28]. We induced neuroblast differentiation in the presence of oxidative stress and examined gene expression in the mature neuron-like cells, which revealed significant differential expression of hundreds to thousands of genes, mostly involved in the development of nervous and cardiovascular systems, immunity-related processes, and SZ-associated signalling pathways.

## 2. Results

### 2.1. Confirmation of Differentiation

In our co-treatment experiment, SH-SY5Y cells were differentiated to neuron-like cells in the presence of 10μM H_2_O_2_ for seven days and compared to controls treated only with ATRA, whereas in the pre-treatment experiment, cells were exposed to 10 μM H_2_O_2_ for 72 h prior to the addition of ATRA. 

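SH-SY5Y is a human neuroblastoma cell line whose cells stop dividing and extend neurites when they are given all-trans retinoic acid (ATRA). For the co-treatment experiment, 3 cultures received 10 μM ATRA together with H2O2 for 7 days, and 3 control cultures received ATRA alone. The description deposited with the data gives the H2O2 dose as 10 mM, whereas the paper's methods give 10 μM. Total RNA depleted of ribosomal RNA was sequenced, reads were mapped to the human genome build hg19 with HISAT2, and the number of reads on each of 55765 gene symbols was counted with htseq-count. The authors deposited these counts for each library without normalization. The paper's text does not name the strand setting of the counting or the version of the gene annotation. Between 27576276 and 63182696 reads were counted on genes in each of the 6 co-treatment libraries, with 48376515, 47408247 and 37228976 in control replicates 1 to 3 and 27576276, 63182696 and 50298593 in treated replicates 1 to 3. Counts were scaled for library size (CPM) with edgeR's TMM factors. Genes were kept when at least 3 libraries reached 0.181 CPM, the value that 5 counts take in the smallest library. The resulting 22089 genes were compared between treated and control cells with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method (FDR). Genes with an FDR below 0.05 and an absolute log2FC above 0.6, the thresholds of Figure 1a, were called differentially expressed. All log2FC values compare treated with control cells. Replicates of one group differed by more than counting error, with a chi-square of 37.1 to 167 per degree of freedom between pairs of replicates, where counting error alone gives about 1. Intervals given for ratios of counts cover counting error only.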

The cellular morphology appeared identical in both treatments and displayed the typical neurite outgrowth expected for differentiated neurons. This was supported by the expression of neuronal marker genes, including TUBB3, ENO2, MAP2, MAPT, and SV2A for both co-treatment (log2CPM values of 9.6, 7.6, 8, 3.9, and 6.7, respectively) and pre-treatment (log2CPM values of 9, 7, 8.7, 4, and 6.5, respectively) conditions. None of these genes were differentially expressed, except for MAPT (log2FC = −1) in the pre-treatment condition, indicating that the differentiation process was not impaired due to peroxide treatment.

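The average log2CPM of the marker genes over the 6 co-treatment libraries was 9.64 for TUBB3, 7.65 for ENO2, 8.33 for MAP2, 3.89 for MAPT and 6.76 for SV2A. On the hg19 genome, these genes lie on chromosome 16, 89987800 to 90005169 (TUBB3), chromosome 12, 7022909 to 7032861 (ENO2), chromosome 2, 210288771 to 210598871 (MAP2), chromosome 17, 43971893 to 44105700 (MAPT) and chromosome 1, 149874870 to 149889396 (SV2A). In control cells, TUBB3 had 866 ± 52.7 CPM (SD, n = 3), and MAPT, the least abundant of the 5, had 16.84 ± 5.93 CPM (SD, n = 3). With H2O2 during differentiation, TUBB3 had 729.7 ± 146 CPM (SD, n = 3) and MAPT 12.7 ± 2.75 CPM (SD, n = 3). In the pre-treatment experiment, the average log2CPM over control replicates 1 and 2 and the 3 treated replicates, the samples of Figure 3b, was 9.31 for TUBB3, 7.43 for ENO2, 8.71 for MAP2, 4.11 for MAPT and 6.55 for SV2A. In control replicate 3, which that figure does not show, TUBB3 had 1012 CPM, ENO2 204, MAP2 304, MAPT 13.7 and SV2A 92.3 CPM. The files hold no undifferentiated SH-SY5Y cells that were analysed here, so the levels of these genes before ATRA are not given.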

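After co-treatment, the log2FC was -0.25 for TUBB3 (standard error 0.16), -0.11 for ENO2 (0.13), -0.17 for MAP2 (0.12), -0.42 for MAPT (0.24) and -0.02 for SV2A (0.15), with adjusted p-values from 0.743 (MAPT) to 0.992 (SV2A) in edgeR's quasi-likelihood test. None of the 5 was called by that test, by edgeR's exact test, by DESeq2 or by limma-voom, and none had an unadjusted p under 0.05. The sign of the SV2A change depended on the library left out, from -0.13 to 0.10, and was positive without control replicate 1 (0.10) and without treated replicate 2 (0.07). After pre-treatment, MAPT had 24.3 ± 8.32 CPM (SD, n = 2) in control replicates 1 and 2 and 12.6 ± 0.671 CPM (SD, n = 3) in treated cells, a log2FC of -0.94 (standard error 0.21, adjusted p = 0.0142). It passed the FDR threshold but not the absolute log2FC of 1 that Figure 1b uses, and it passed both without control replicate 1, with a log2FC of -1.24. The other 4 markers had adjusted p-values from 0.0755 (SV2A, log2FC -0.45) to 0.917 (TUBB3, log2FC -0.03). TUBB3 changed sign without control replicate 2 (0.16) and without treated replicate 3 (0.06). With control replicate 3 added, the log2FC of MAPT was -0.75 and its adjusted p = 0.377, and the other markers ranged from -0.40 (SV2A) to -0.15 (MAP2), with adjusted p-values from 0.480 to 0.812.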

### 2.2. Transcriptomic Response to Oxidative Stress 

The analysis of normalized cDNA read counts with the edgeR package showed that for co-treatment experiment 295 genes were differentially expressed (FDR < 0.05), of which 160 were up-regulated and 135 were down-regulated compared to cells differentiated in the absence of H_2_O_2_ (Figure 1a and Supplementary Table S1). 

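With the quasi-likelihood test, 132 genes were called after co-treatment, of which 74 were higher and 58 lower in treated cells. The split was 57 higher and 23 lower with library size as the only scaling, and 14 and 4 without treated replicate 3. Lower genes were the majority without a filter on low counts (205 and 238) and with a block for the replicate number (88 and 92). Among the 22089 genes tested, 1801 had an unadjusted p under 0.05. The gene with the smallest adjusted p among those that rose was SAMD11 (chromosome 1, 859303 to 879955), with 3.87 ± 1.30 CPM (SD, n = 3) in control and 30.6 ± 0.911 CPM (SD, n = 3) in treated cells, a log2FC of 2.97 (standard error 0.21, adjusted p = 2.05e-04). It was followed by PLAT, CALCB, KITLG and CHST8, with log2FC values of 1.59, 1.80, 1.42 and 1.47 and adjusted p-values up to 0.00111. Among the genes that fell, TMEM229A (chromosome 7, 123670975 to 123673121) had the smallest adjusted p, with 30.6 ± 1.51 CPM (SD, n = 3) in control and 12.5 ± 1.72 CPM (SD, n = 3) in treated cells, a log2FC of -1.29 (standard error 0.14, adjusted p = 0.00164). It was followed by LMO3, FUT9, PDGFD and FSTL4, with log2FC values of -1.06, -1.55, -1.32 and -1.79 and adjusted p-values up to 0.00438. The call of PDGFD was lost without treated replicate 3 (adjusted p = 0.0522), and the other 9 of these 10 genes were called with any 1 library left out. Without any filter on low counts, 443 genes were called, the largest change upward among the alternatives, and with both experiments in one fit 28 genes were called, which no longer included PLAT, CALCB, TMEM229A, PDGFD and FSTL4. The count was 218 without control replicate 1, 49 without control replicate 2, 54 without treated replicate 2 and 18 without treated replicate 3. The pairwise exact test of edgeR, which the methods name, called 307 genes and DESeq2 308, both including all 132.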

We also compared the transcriptomic response in SH-SY5Y cells treated with 10M H_2_O_2_ for 72 h prior to the addition of ATRA for seven days. This revealed 3791 genes with statistically significant differential expression (FDR < 0.05), with 1005 and 2786 genes up- and down-regulated, respectively (Figure 1b and Supplementary Table S2). 

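For the pre-treatment experiment, 3 cultures were exposed to H2O2 for 72 h before 7 days of ATRA, and the labels list 3 control cultures without H2O2. Between 41780221 and 98287391 reads per library were counted on genes, with 49159470, 41780221 and 76140104 in control replicates 1 to 3 and 98287391, 68374246 and 78304452 in treated replicates 1 to 3. The clustering in Figure 3b shows control replicates 1 and 2 and the 3 treated replicates, and the paper's text gives no reason for the absence of control replicate 3. With the edgeR exact test on these 5 libraries, and a filter at CPM above 0.1 that was chosen after the authors' tables were seen, log2FC values lay within 2.17e-05 of those in the authors' deposited table of the pre-treatment comparison. Values are therefore given first over the samples of Figure 3b and then over all 6 libraries. Genes were kept when at least 2 of the 5 libraries, or 3 of the 6, reached 0.1197 CPM, which left 26350 and 24743 genes. CPM values of control replicate 3 are scaled over all 6 libraries. The threshold on the absolute log2FC was 1, as in Figure 1b. In control replicates 1 and 2, 0.7997 and 0.830 reads matched no annotated feature per read counted on a gene. The ratio was 0.200 in control replicate 3 and 0.343, 0.400 and 0.462 in the treated replicates. These reads are called reads outside genes below. They can lie in introns if only exons were counted, a setting that the paper's text does not name. Small structured RNAs, such as small nucleolar RNAs and 7SL and 7SK RNA with their pseudogenes, took 1.58% and 2.87% of the reads counted on genes in control replicates 1 and 2, 17.6% in control replicate 3 and 13.3% to 15.0% in the treated replicates. Chi-square per degree of freedom was 44.7 between control replicates 1 and 2, 613 and 566 between these and control replicate 3, and 27.6 to 113 between treated replicates.

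**Figure D1:**
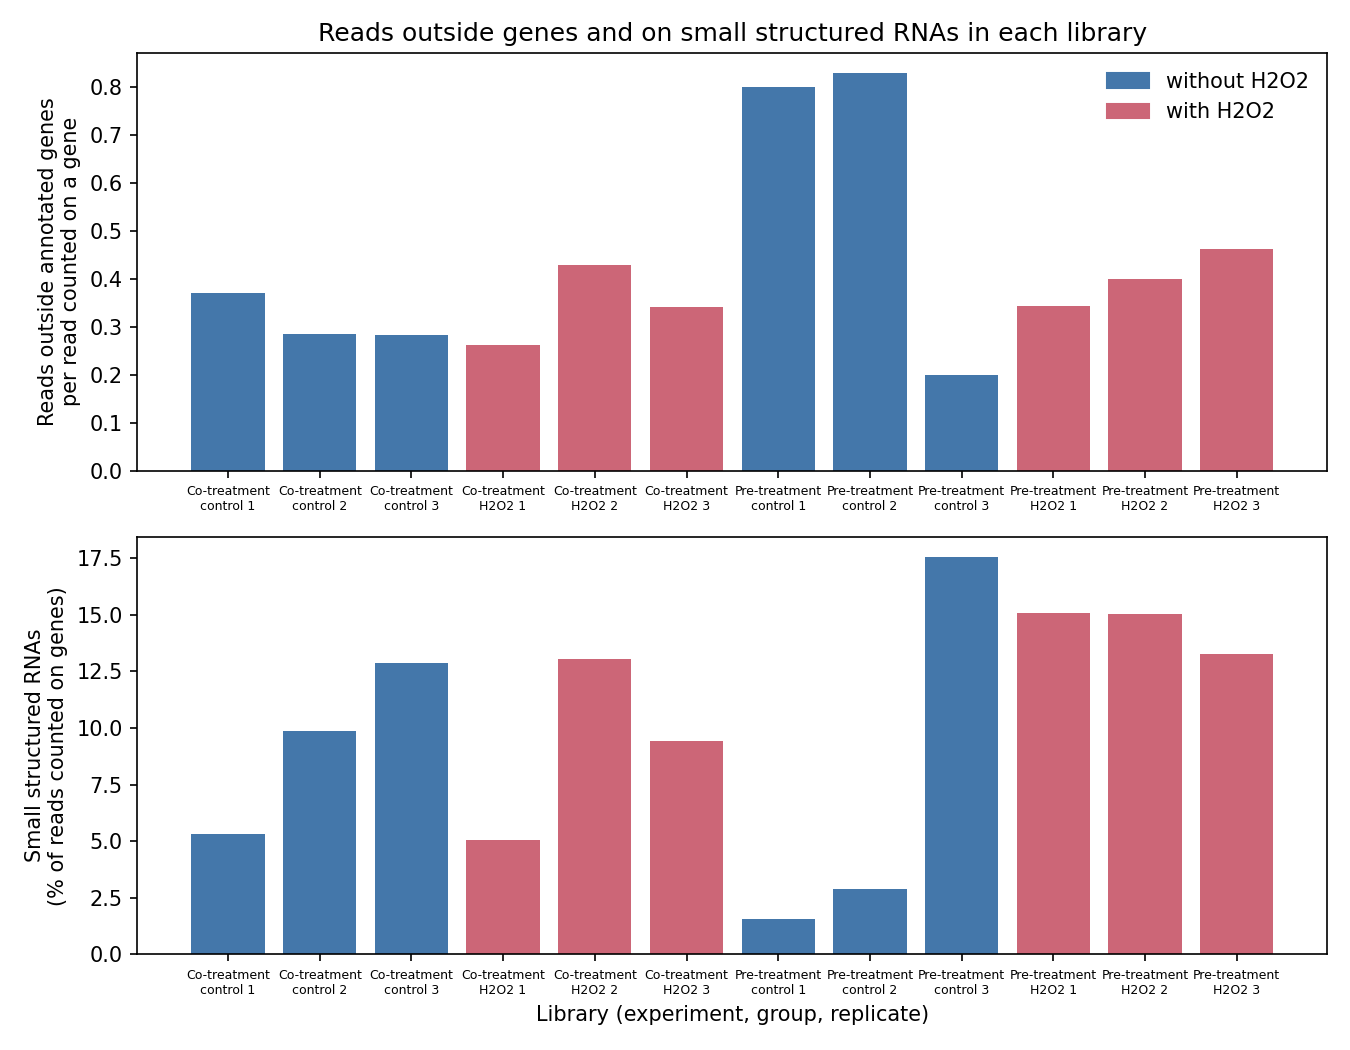
Reads that matched no annotated feature, labelled as outside annotated genes, per read counted on a gene (upper bars). These reads may include reads in introns. Lower bars show small structured RNAs as a percent of the reads counted on genes. Each of the 12 libraries is shown, with blue for libraries without H2O2 and red for libraries with H2O2. Pre-treatment control replicates 1 and 2 have 0.7997 and 0.830 reads outside genes per read on genes, above the 0.200 to 0.462 of the other 10 libraries.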

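Over the samples of Figure 3b, 2952 genes were called, of which 784 were higher and 2168 lower in treated cells. An FDR below 0.05 with no threshold on the log2FC was reached by 6871 genes, of which 3489 were higher. The smallest adjusted p among the genes that rose belonged to SCARNA10, SNORA53, SNORA74A, SCARNA5 and SNORD17, which encode small RNAs of the nucleolus and the Cajal body. SCARNA10 had 57.4 ± 4.90 CPM (SD, n = 2) in control replicates 1 and 2 and 768 ± 48.3 CPM (SD, n = 3) in treated cells, a log2FC of 3.74 (standard error 0.14, adjusted p = 5.86e-05), and the other 4 had log2FC values of 3.70 to 4.43. Among the genes that fell, CDR1 (chromosome X, 139865743 to 139866531) had 37.0 ± 12.9 CPM (SD, n = 2) in control replicates 1 and 2 and 2.83 ± 0.294 CPM (SD, n = 3) in treated cells, a log2FC of -3.70 (standard error 0.23, adjusted p = 3.83e-04), followed by NID1 (-1.87), NAV1 (-2.13), NAV2 (-2.26) and ARL10 (-1.97). All 10 genes were called with any 1 of the 5 libraries left out. The number of called genes fell to 1064 without control replicate 2 and 1784 without treated replicate 1, and each of the other 3 libraries left out gave 2228 to 3540. Over all 6 libraries, edgeR's quasi-likelihood test called 6 genes, all higher in treated cells, while 2776 genes had an unadjusted p under 0.05. Without control replicate 3 the count is 2952, and without any 1 of the other 5 libraries it was 0, with 1316 to 2120 genes at an unadjusted p under 0.05. The edgeR exact test called 231 genes over the 6 libraries, DESeq2 501 and limma-voom 0. In control replicate 3, SCARNA10 had 1092 CPM and CDR1 2.27 CPM, and over all 6 libraries their log2FC values were 0.88 (adjusted p = 0.759) and -3.18 (adjusted p = 0.320). None of the 10 genes was called over all 6 libraries, and against control replicate 3 alone the sign of SCARNA10, SCARNA5, CDR1, NAV1, NAV2 and ARL10 was opposite. The position of each library on the line from the mean of control replicates 1 and 2 (0) to the mean of the treated replicates (1) was computed over 2755 of the called genes.

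**Figure D2:**
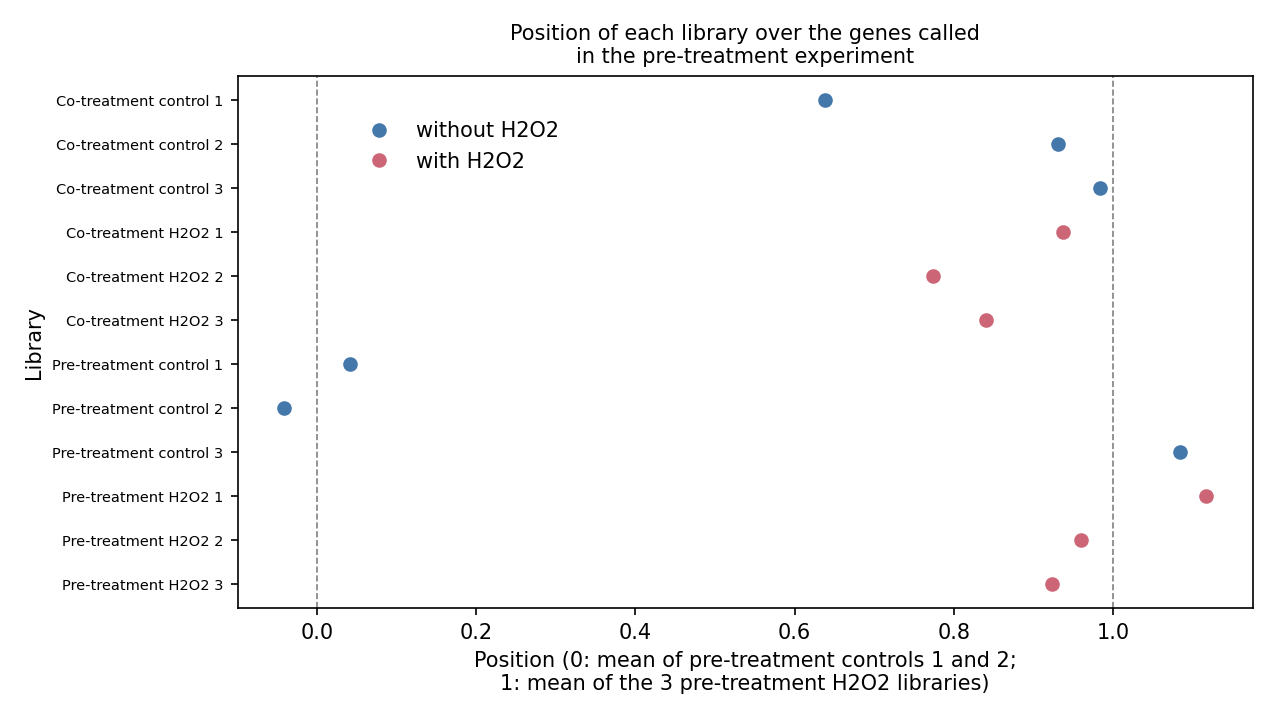
Position of each of the 12 libraries between the mean of pre-treatment control replicates 1 and 2 (0) and the mean of the 3 pre-treatment treated replicates (1) on the horizontal axis, over the called genes, one point per library, with blue for libraries without H2O2 and red for libraries with H2O2. Pre-treatment control replicate 3 lies at 1.08 and the co-treatment control replicates lie at 0.638, 0.930 and 0.984.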

Surprisingly, only 77 of the differentially expressed genes were common between the two experiments, and all but 6 of them showed the same direction of effect in both conditions (Figure 2a and Supplementary Table S3). 

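Of the 22021 genes tested in both experiments, 132 were called after co-treatment and 2474 after pre-treatment over the samples of Figure 3b, and 36 genes were called in both, where 14.8 would be shared if the calls were independent (p = 2.88e-07, one-sided hypergeometric exact test). All 36 changed in the same direction. With library size as the only scaling, 15 genes were shared where 10.2 would be by independence (p = 0.0808, one-sided hypergeometric exact test). That was the only one of the tests, scalings and filters with a p above 0.05. Across the 22021 genes, which are not independent replicates, the log2FC values of the 2 experiments had a Pearson correlation of 0.0203. With 1 library left out, the correlation ran from -0.155 (without co-treatment control replicate 1) to 0.116 (without pre-treatment control replicate 1). With all 6 pre-treatment libraries it was 0.0760. Without a filter on low counts, 166 genes were shared, the most among the alternatives, and 42 of them had opposite directions. With the exact test, 79 genes were shared, of which 6 had opposite directions. Without co-treatment control replicate 1, 53 genes were shared and 12 of them had opposite directions, and without pre-treatment treated replicate 3, 43 were shared and 1, DRGX, had opposite directions. The number of shared genes was 14 without co-treatment control replicate 2, 14 without co-treatment treated replicate 2, 8 without co-treatment treated replicate 3, 12 without pre-treatment control replicate 2 and 23 without pre-treatment treated replicate 1. Of the 6 genes that Table S3 lists with opposite directions, CXCR4 fell after co-treatment (log2FC -0.69) and rose after pre-treatment (1.12), and AL583842.3, RP11-216N14.7, RP11-677N16.1, SCUBE1 and SLIT2 rose after co-treatment and fell after pre-treatment. CXCR4 was called after co-treatment only, AL583842.3, RP11-216N14.7 and SLIT2 were called after pre-treatment only, and RP11-677N16.1 and SCUBE1 in neither experiment. SLIT2 (chromosome 4, 20253528 to 20622184) had a log2FC of 0.82 after co-treatment (adjusted p = 0.185) and of -1.57 after pre-treatment (adjusted p = 0.0293). It was called after co-treatment without control replicate 1 (adjusted p = 0.00884) and not called after pre-treatment without control replicate 1 (adjusted p = 0.149) and control replicate 2 (adjusted p = 0.0811). Its pre-treatment call was also lost with DESeq2 and robust estimation. The call of AL583842.3 after pre-treatment was lost without control replicate 1 (adjusted p = 0.153), control replicate 2 (adjusted p = 0.0956), treated replicate 1 (adjusted p = 0.0893) and treated replicate 2 (adjusted p = 0.0876). SCUBE1 was called after co-treatment without control replicate 1 (adjusted p = 1.76e-05) and after pre-treatment without control replicate 2 (adjusted p = 0.0245), and RP11-677N16.1 after pre-treatment without treated replicate 3 (adjusted p = 0.0289). In the test of the difference between the experiments, all 6 of these genes had an adjusted p below 0.05, with 0.0284 for CXCR4 and 0.0164 for SLIT2, over the libraries from which they had been listed for their opposite directions, and with control replicate 3 added none of the 6 did (adjusted p of 0.381 to 0.511). With all 6 pre-treatment libraries, 1 gene was shared, VIM, which was named after its values were seen. Its log2FC was 1.16 after co-treatment (adjusted p = 0.0272) and 2.42 over the 6 pre-treatment libraries (adjusted p = 0.0442).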

Unsupervised hierarchical clustering revealed a clear separation between treatment and control groups for both treatment regimens (Figure 3).

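Figure 3 clusters the libraries on the genes that were called between the groups, so the distances were computed on log2CPM of all genes that passed the filter. In the co-treatment experiment, the mean distance between a treated and a control library was 98.5 and that within a group 94.1, a ratio of 1.05, and the first split of average-linkage clustering set treated replicate 1 apart from the other 5 libraries. On the 132 called genes alone, the ratio was 3.95 and the first split separated the groups. In the pre-treatment experiment, the samples of Figure 3b had a mean distance of 164.8 between the groups and 108 within them, a ratio of 1.52, and the first split separated control replicates 1 and 2 from the treated replicates. The separation held with each of the 5 libraries left out. With control replicate 3 included, the ratio was 1.11, and the first split set control replicates 1 and 2 apart from the other 4 libraries, control replicate 3 among them.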

### 2.3. Pathway and Gene-Set Enrichment Analysis

The online ToppFun functional enrichment tool was applied to explore the enrichment of differentially expressed genes in biological processes and cellular component gene ontologies, as well as curated signalling pathways. In case of simultaneous treatment with ATRA and H_2_O_2_, the top ranked biological processes were enriched with neurobiologically relevant gene sets including *neurogenesis* (63 genes), *neuron differentiation* (57 genes), and *neuron development* (59 genes) (Figure 4a). 

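Table S4 lists the members of each enriched set, which the study chose from these same libraries. Of the 63 genes it lists under neurogenesis, 32 were higher and 31 lower in co-treated cells, and 35 were called by the quasi-likelihood test, 17 higher and 18 lower. Under neuron differentiation it lists 57 genes, of which 28 were higher and 29 lower, and 33 were called, 16 higher and 17 lower. Under neuron development it lists 47 genes, of which 26 were higher and 21 lower, and 26 were called, 15 higher and 11 lower. The set generation of neurons, which is in the same table, holds 59 genes, of which 29 were higher and 30 lower, and 33 were called, 16 higher and 17 lower.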

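By cellular component, the members that Table S4 lists split as follows in co-treated cells. Of 24 genes of the neuronal cell body, 14 were higher and 10 lower, and 12 of them were called by the quasi-likelihood test, 7 higher and 5 lower. Of 36 synapse genes, 15 were higher and 21 lower, and 20 were called, 10 in each direction. Of 20 genes of the extracellular matrix, 19 passed the filter, with 14 higher and 5 lower and 10 called, 8 higher and 2 lower. Of 37 genes of the neuron projection, 21 were higher and 16 lower, and 22 were called, 13 higher and 9 lower. For the HIF-1-alpha transcription factor network, 2 of 6 genes were higher and 4 lower, and 4 were called, 2 in each direction.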

The differentially expressed genes were localised in various cellular components, such as *neuronal cell body* (24 genes), *synapse* (36 genes), *extracellular matrix* (20), and *neuron projection* (37 genes) (Figure 4b), and were enriched in pathways including *PI3K/Akt signaling pathway* (15 genes), *Cytokine-cytokine receptor interaction* (13 genes), *TGF-beta signalling pathway* (7 genes), and *HIF-1-alpha transcription factor network* (6 genes), among others (Figure 4c). The complete detailed list of enriched categories and involved genes are presented in Supplementary Table S4. When considered separately, although both up and down-regulated genes were involved in similar biological processes, up-regulated ones were enriched also in the similar cellular components and signalling pathways as the combined analysis, whereas down-regulated genes were only localised in the *cell junction and synapse*, and enriched in *axon guidance* pathway (Supplementary Figure S1). This suggests that the observed enrichments in the co-treatment experiment were mostly influenced by genes with increased expression.

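Across all sets taken from Table S4, 202 genes are listed and 201 passed the filter, of which 98 were higher and 103 lower in co-treated cells. Of these, 107 were called by the quasi-likelihood test, 58 higher and 49 lower. Among all 132 called genes, 74 were higher and 58 lower, so this majority does not set the listed members apart from the called genes as a whole. The called members were 46 higher and 19 lower with library size as the only scaling, 21 and 20 without control replicate 2, 30 and 15 without treated replicate 2, and 12 and 2 without treated replicate 3, and the higher ones were in the majority with DESeq2's size factors and without any 1 of the other 3 libraries as well. Cell junction had 9 higher and 21 lower genes, of which 7 higher and 8 lower ones were called, and axon guidance 6 higher and 5 lower, of which 3 higher and 2 lower ones were called. The paper submitted genes with increased and with decreased expression separately, and from the sets found in each it proposes that the enrichments of the co-treatment experiment came mostly from genes with increased expression.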

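Protocadherins, a family of cell adhesion molecules expressed in neurons, were tested as a set chosen by gene symbol. Over the samples of Figure 3b, 60 of 69 protocadherin genes were lower after pre-treatment, with a median log2FC of -0.92 against 0.01 for all genes tested. The adjusted p was 1.14e-11 in limma's camera with a preset correlation of 0.01 between genes and 0.0165 in limma's fry, while camera with an estimated correlation gave 0.742. The p-values were adjusted over 7 families in 2 experiments. Among all settings of the scaling the median stayed negative, at -0.94 with DESeq2's size factors and -1.14 with library size as the only scaling. With all 6 libraries, 60 of 68 genes were lower, with a median of -0.52 and an adjusted p of 5.35e-06 in camera with the preset correlation. Control replicates 1 and 2 are still in that fit, so it does not show the direction against control replicate 3 alone. After co-treatment, 30 of 68 protocadherin genes were lower, with a median of 0.02 and an adjusted p of 0.927 in camera. Leaving out co-treatment control replicate 1 raised the median to 0.27, which passed the FDR threshold (adjusted p = 0.000510 in camera), and it was negative without control replicate 2 (-0.08), control replicate 3 (-0.12) or treated replicate 2 (-0.07).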

By comparison, when cells were treated with H_2_O_2_ prior to differentiation, the main biological processes affected were related to developmental processes, including *cell adhesion* (210 genes), *synapse organization* (84 genes), *circulatory system development* (162 genes), *tube development* (156 genes), and *regulation of nervous system development* (137 genes) (Figure 5a). The enrichment of differentially expressed genes in various cellular components and signalling pathways is demonstrated in Figure 5b,c, respectively. The complete detailed list of enriched categories and involved genes are shown in Supplementary Table S5. Conversely to the co-treatment experiment, separate submission of dysregulated genes to ToppFun revealed the enrichment of down-regulated genes in similar categories as the differentially expressed genes, especially in terms of biological processes and cellular components, while for up-regulated genes, the results were substantially different, except for some similarity in terms of affected signalling pathways (Supplementary Figure S2), suggesting that the observed enrichments in the pre-treatment experiment were mostly guided by genes with reduced expression.

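Genes that were higher in treated cells made up 26.6% of the 2952 genes called over the samples of Figure 3b. This share was 24.9% with DESeq2's size factors in the same test, 25.6% with DESeq2, 20.9% with limma-voom and 17.0% with upper-quartile factors. With library size as the only scaling, the median log2FC of all genes shifted to -0.21, and 11.7% of the called genes were higher. Without a threshold on the log2FC, 50.8% of the genes with an FDR below 0.05 were higher, and with a threshold of 0.6, 43.5% were. Over all 6 libraries, higher genes made up 100% of the 6 called, 57.6% of those called by the exact test and 37.1% of those called by DESeq2. It ranged, with each of the 5 libraries left out in turn, from 21.3% without treated replicate 3 to 37.0% without control replicate 1. Table S5, which lists the members of the sets, is held here only in part and was not used.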

Gene set enrichment analysis on genes dysregulated in both conditions (*n* = 77) revealed enrichment of the genes in similar biological processes as the co-treatment experiment (Figure 2b), but in rather different cellular components (Figure 2c) and signalling pathways (Figure 2d), compared to either conditions. The complete detailed list of enriched categories and involved genes are presented in Supplementary Table S6.

## 3. Discussion

While the effects of several environmental risk factors for neurodevelopmental disorders are believed to be mediated by the induction of oxidative stress, there is a paucity of knowledge as to how prenatal exposure to oxidative stress contributes to the genomic dysregulation associated with neurodevelopmental disorders. Here, we have used the SH-SY5Y neuroblastoma cell line as a model to explore changes in the transcriptome in response to oxidative stress either before or during neural differentiation. In both conditions we observed significant changes in the transcriptome profile of differentiated cells, with 3791 and 295 differentially expressed genes in cells treated prior and during differentiation, respectively. Surprisingly, there was a substantial difference between cells treated at these different stages, with only 77 genes in common. This suggested that early neural progenitor cells respond very differently compared to those undergoing neuronal differentiation, and therefore the developmental timing of exposure to oxidative stress is likely to be critical to the later onset of psychiatric symptoms.

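Whether a gene's response differed between the experiments was tested as the interaction of treatment and experiment in edgeR's quasi-likelihood test, over the 11 libraries of Figure 3. Of 25668 genes tested, 2058 differed at an FDR below 0.05, 852 with a higher log2FC in the pre-treatment experiment and 1206 with a lower one. The higher and lower numbers depended on the setting, with 329 and 1784 with library size as the only scaling. They were 319 and 317 without co-treatment control replicate 2, and 6 and 1 over all 12 libraries. Of the 2058 genes over the 11 libraries, 24 had been called after co-treatment, 1117 after pre-treatment and 921 in neither. The smallest count among the alternatives came from adding control replicate 3, with which 7 genes differed over the 12 libraries. With 1 library left out the count was 4499 without co-treatment control replicate 1, 636 without co-treatment control replicate 2, 932 without co-treatment control replicate 3, 1305 without co-treatment treated replicate 2, 730 without co-treatment treated replicate 3, 1105 without pre-treatment control replicate 1, 321 without pre-treatment control replicate 2, 686 without pre-treatment treated replicate 1 and 1150 without pre-treatment treated replicate 2. From the difference in the numbers of called genes and the small number of common ones, the paper proposes that early neural progenitor cells and cells undergoing neuronal differentiation respond very differently, and reasons from this that the timing of exposure matters.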

*Neurogenesis* and *neuron differentiation* were two biological processes enriched in both treatment conditions with 26% of the 77 differentially expressed genes in common involved in these processes. Several of these genes have already been implicated in psychiatric disorders, such as *LIF*, which is located on 22q12.1–q12.2, a particular region known to be a hot spot for schizophrenia, and carries a SNP significantly associated with the disorder [29]. Similarly, *CXCR4* is a highly expressed gene in the central nervous system (CNS) and vital for normal brain morphogenesis during the embryonic stages, and is thought to be a mediator of the pathophysiology of 22q11 deletion syndrome (22q11DS), a chromosome disorder associated with schizophrenia [30]. 

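LIF lies on chromosome 22, 30636442 to 30642748 of hg19. After co-treatment, it had 0.641 ± 0.240 CPM (SD, n = 3) in control and 2.21 ± 0.621 CPM (SD, n = 3) in treated cells, a log2FC of 1.79 (standard error 0.37, adjusted p = 0.0572), and was not called. It was called without control replicate 1 (adjusted p = 0.0235), with the exact test (0.00105) and with DESeq2. Over the alternatives other than 1 library left out, the adjusted p ranged from 0.000249 to 0.110035. Ranges over the alternatives given for other genes likewise exclude the fits with 1 library left out. In the pre-treatment experiment, it had 0.692 ± 0.165 CPM (SD, n = 2) in control replicates 1 and 2 and 2.04 ± 0.818 CPM (SD, n = 3) in treated cells, a log2FC of 1.55 (standard error 0.41, adjusted p = 0.0271). This call was lost without control replicate 1 (adjusted p = 0.0678), control replicate 2 (adjusted p = 0.165), treated replicate 1 (adjusted p = 0.0849) and treated replicate 2 (adjusted p = 0.0618). It was also lost with limma-voom. Control replicate 3 had 0.986 CPM, and over all 6 libraries the log2FC was 1.32 (adjusted p = 0.320). The counts behind the values were 84 in the control and 329 in the treated libraries of the co-treatment experiment.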

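CXCR4 (chromosome 2, 136871919 to 136876747) had 65.6 ± 5.34 CPM (SD, n = 3) in control and 40.6 ± 2.19 CPM (SD, n = 3) in co-treated cells, with a standard error of 0.12 on its log2FC and an adjusted p of 0.0231. The call was lost without control replicate 2 (adjusted p = 0.148), control replicate 3 (adjusted p = 0.0641), treated replicate 1 (adjusted p = 0.0616), treated replicate 2 (adjusted p = 0.108) and treated replicate 3 (adjusted p = 0.245). After pre-treatment, it had 24.6 ± 4.68 CPM (SD, n = 2) in control replicates 1 and 2 and 53.7 ± 32.9 CPM (SD, n = 3) in treated cells, where treated replicate 3 had 91.7 CPM. Its adjusted p was 0.0773 (standard error 0.41), so it was not called, whereas the exact test gave an adjusted p of 0.0339 (range over the alternatives 5.50e-10 to 0.895) and called it. Without treated replicate 3 its log2FC was 0.46. Control replicate 3 had 46.1 CPM, and over all 6 libraries the log2FC was 0.71 (adjusted p = 0.571).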

Deletion of this gene in mice has been shown to be embryonic lethal [31]. Another of these genes, *CD38*, has been implicated in the regulation of astrocytes and oligodendrocytes maturation and differentiation in the developing brain [32], and is also associated with ASD [33], and ASD associated behavioural phenotypes in the knockout mouse model [34]. 

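CD38 (chromosome 4, 15779898 to 15854855) fell in both experiments. Co-treatment controls had 1.27 ± 0.277 CPM (SD, n = 3) and co-treated cells 0.432 ± 0.0150 CPM (SD, n = 3), a log2FC of -1.54 (standard error 0.36, adjusted p = 0.105), which was not called. The exact test called it (adjusted p = 0.0107, range over the alternatives other than 1 library left out 0.0107 to 0.178), as did DESeq2. Over the samples of Figure 3b, control replicates 1 and 2 had 1.70 ± 0.0383 CPM (SD, n = 2) and treated cells 0.710 ± 0.154 CPM (SD, n = 3), a log2FC of -1.25 (standard error 0.31, adjusted p = 0.0199). That call was lost without control replicate 1 (adjusted p = 0.0718), control replicate 2 (adjusted p = 0.108) and treated replicate 2 (adjusted p = 0.0647). With the 1.57 CPM of control replicate 3 added, the log2FC was -1.25 (adjusted p = 0.320).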

The pattern receptor gene, *TLR4*, involved in the innate immune system, has been shown to be up-regulated in the PFC of schizophrenia subjects [35], as well as in the blood of individuals with major depressive disorder [36], and peripheral T cells of children with autism [37]. 

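TLR4 (chromosome 9, 120466453 to 120487013) rested on 37 counts in the co-treatment controls and 179 in co-treated cells, or 0.262 ± 0.214 CPM (SD, n = 3) and 1.18 ± 0.424 CPM (SD, n = 3), a log2FC of 2.13 (standard error 0.57, adjusted p = 0.181). It was not called after co-treatment with the quasi-likelihood test. The exact test called it (adjusted p = 0.0168, range over the alternatives other than 1 library left out 0.00167 to 0.269), as did DESeq2. After pre-treatment, 19 counts in control replicates 1 and 2 and 359 in treated cells gave 0.184 ± 0.104 CPM (SD, n = 2) and 1.54 ± 0.823 CPM (SD, n = 3), a log2FC of 3.02 (standard error 0.66, adjusted p = 0.0136). The call was lost without control replicate 2 (adjusted p = 0.105) and with limma-voom (0.0786, range over the alternatives 1.00e-08 to 0.320). Control replicate 3 had 0.329 CPM, and over all 6 libraries the log2FC was 2.66 (adjusted p = 0.320).

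**Figure D3:**
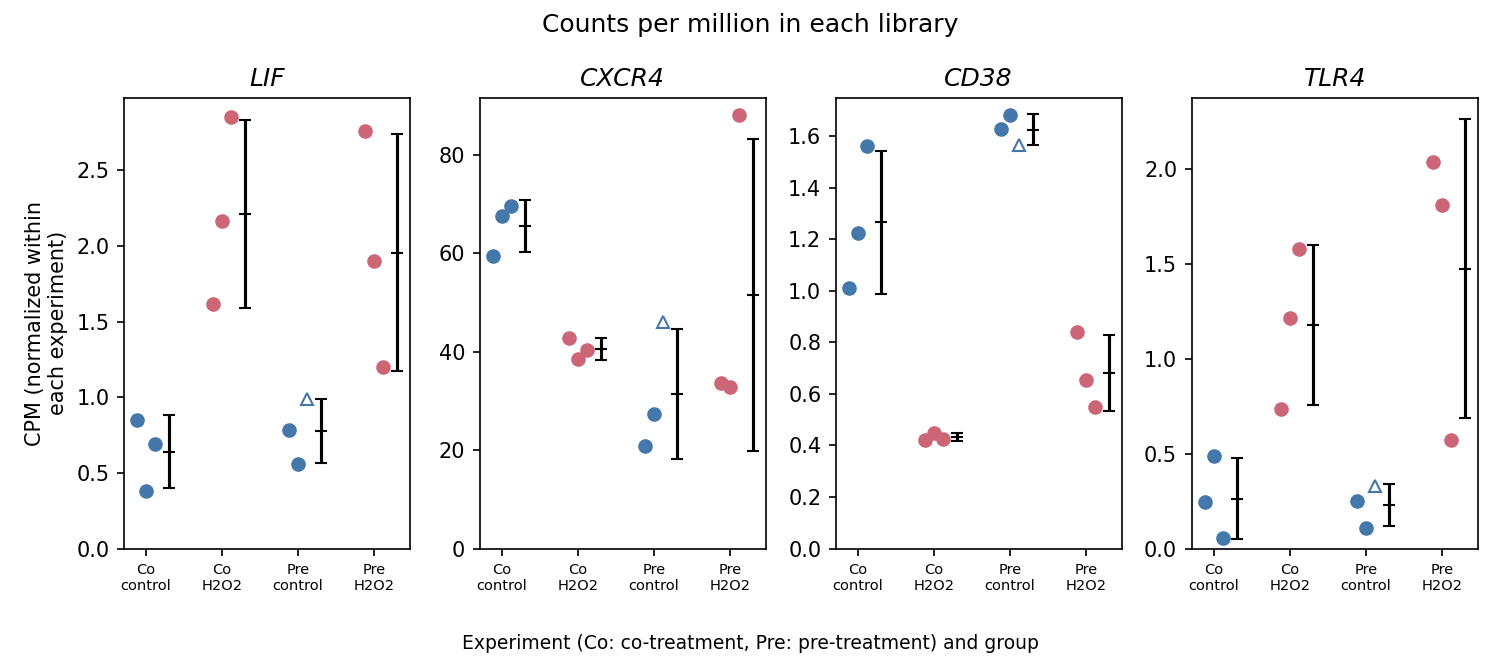
CPM of LIF, CXCR4, CD38 and TLR4 in each of the 12 libraries, one dot per library, by experiment and group, with blue for controls, red for H2O2, an open triangle for pre-treatment control replicate 3 and black dashes with bars for the mean ± SD (n = 3, with control replicate 3 included). CPM are normalized within each experiment over its 6 libraries, and the vertical axis differs between the genes. In pre-treated cells, CXCR4 was at 88.1 CPM in treated replicate 3, the highest of the 12 libraries.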

Another intriguing observation shared between the two treatments was the enrichment of *signaling by retinoic acid*. Retinoid compounds play a vital role in embryonic development, particularly human brain neurogenesis, and several layers of evidence have implicated the involvement of retinoid signalling dysregulation in the etiology of various psychiatric disorders, such as intellectual disability (ID), ASD, and especially SZ [38]. Four genes associated with retinoid acid signalling were dysregulated in our analyses, including *ALDH1A2*, *PDK1*, *RDH10*, and *AKR1C3*. 

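AKR1C3 (chromosome 10, 5077546 to 5149878) was called in both experiments. It had 4.08 ± 0.760 CPM (SD, n = 3) in control and 8.56 ± 1.63 CPM (SD, n = 3) in co-treated cells, a log2FC of 1.08 (standard error 0.21, adjusted p = 0.0448), and its call was lost with any 1 of the 6 libraries left out, with adjusted p-values from 0.0508 without treated replicate 1 to 0.239 without treated replicate 3. After pre-treatment, it had 2.26 ± 0.910 CPM (SD, n = 2) in control replicates 1 and 2 and 8.59 ± 1.75 CPM (SD, n = 3) in treated cells, a log2FC of 1.92 (standard error 0.31, adjusted p = 0.00452), and stayed called with any 1 of the 5 libraries left out. ALDH1A2 (chromosome 15, 58245622 to 58790065), PDK1 (chromosome 2, 173420101 to 173473397) and RDH10 (chromosome 8, 74206837 to 74237516) were not called after co-treatment with the quasi-likelihood test, with log2FC values of 1.38, -0.73 and 0.78 and adjusted p-values of 0.1001, 0.0676 and 0.0693. The exact test called all 3, with adjusted p-values of 0.0104 (range over the alternatives 0.00404 to 0.311), 0.00695 (0.00318 to 0.310) and 0.00626 (0.00130 to 0.178), and DESeq2 also called them, while RDH10 was called by the quasi-likelihood test without control replicate 1 (adjusted p = 0.0243). All 3 were called over the samples of Figure 3b, with log2FC values of 1.77, -1.07 and 1.49 and adjusted p-values of 0.0361, 0.0251 and 0.00478. The call of ALDH1A2 was lost without control replicate 2 (adjusted p = 0.206), treated replicate 1 (adjusted p = 0.0950) and treated replicate 2 (adjusted p = 0.0811), and that of PDK1 without control replicate 2 (adjusted p = 0.219), treated replicate 1 (adjusted p = 0.0782) and treated replicate 2 (adjusted p = 0.0768), while RDH10 stayed called without any 1 library. That of ALDH1A2 was also lost with limma-voom, library size only and robust estimation. In control replicate 3, ALDH1A2 had 2.66 CPM, PDK1 13.3, RDH10 6.76 and AKR1C3 6.12 CPM. With control replicate 3 among the controls, none of the 4 was called, with log2FC values of 1.57, -0.92, 1.41 and 1.23 and adjusted p-values of 0.320, 0.338, 0.224 and 0.373.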

Our laboratory recently showed that retinoid genes, including *ALDH1A2*, are involved in a SZ-associated polygenic signal [39]. In addition, a study in a Chinese population reported a positive association between *ALDH1A2* SNPs and schizophrenia [40]. *PDK1* is also an interesting gene involved in the PI3K/Akt signaling pathway, which is known to play essential roles during neuronal development, and is related to schizophrenia [41]. Mutation of *PDK1* in mice leads to cognitive impairments and exacerbated disruptive behaviours [42].

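Table S4 lists 15 genes of the PI3K-Akt signaling pathway, of which 9 were higher and 6 lower in co-treated cells and 7 were called by the quasi-likelihood test, 4 higher and 3 lower. PDGFRA (chromosome 4, 55095447 to 55164412) had 354 ± 19.7 CPM (SD, n = 3) in control and 159 ± 29.4 CPM (SD, n = 3) in co-treated cells, a log2FC of -1.15 (standard error 0.15, adjusted p = 0.00505), and its call was lost without treated replicate 3 (adjusted p = 0.0559). FGF14 (chromosome 13, 102363154 to 103054807) had 25.7 ± 1.54 CPM (SD, n = 3) and 11.4 ± 2.49 CPM (SD, n = 3), a log2FC of -1.18 (standard error 0.17, adjusted p = 0.00749), and its call was lost without treated replicate 3 (adjusted p = 0.0940). NGFR (chromosome 17, 47572655 to 47592370) had 8.20 ± 3.65 CPM (SD, n = 3) and 18.3 ± 3.20 CPM (SD, n = 3), a log2FC of 1.15 (standard error 0.28, adjusted p = 0.115), and was not called. NGFR was called without control replicate 1 (adjusted p = 0.00311) and with the exact test (adjusted p = 0.00849, range over the alternatives 5.60e-08 to 0.402) and DESeq2.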

Intriguingly, *PI3K/Akt* was the top enriched signalling pathway in our co-treatment condition, with 15 dysregulated genes, including: *PDGFRA*, the expression of which has been found elevated in the prefrontal cortex of schizophrenia patients [43]; *NGFR*, which has essential functions in the developing brain, such as neuronal growth, survival, and differentiation, as well as mediating synaptic and morphological plasticity, and is affected by schizophrenia-associated SNPs [44]; and *FGF14*, which is involved in synaptic plasticity, transmission, and neurogenesis, and suggested as a point of convergence in the pathophysiology of several neurological disorders, including SZ, BD, epilepsy, depression, and addictive behaviours [45].

*Circulatory system development* was another common implicated biological process in our experiments, which might be an interesting observation given that excessive prevalence and premature onset of cardiovascular disease and a higher than expected rate of sudden cardiovascular death have been reported in patients with SZ [46,47], BD [48], ASD [49], and MDD [50]. 

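Table S4 lists 45 genes under circulatory system development in the co-treatment experiment, of which 25 were higher and 20 lower in co-treated cells, and 28 were called, 16 higher and 12 lower. Over the samples of Figure 3b, 28 of the same 45 genes were higher and 17 lower after pre-treatment. The members that Table S5 lists for the pre-treatment experiment were not used here.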

As an example, cardiovascular disease is estimated to be responsible for a 15 year decrease in life expectancy of SZ patients compared to the general population, and coronary heart disease is the cause of death in more than two-thirds of people with SZ compared to a rate of nearly 50% in the general population [51]. While a significant proportion of this elevated risk is attributable to the use of antipsychotic medications and other confounding lifestyle factors such as higher rates of smoking, poor diet, general neglect of health, and decreased access to health care services [47], our results suggest that oxidative stress insults during critical neurodevelopmental time frames may also contribute to the risk of developing comorbid cardiovascular pathologies. This hypothesis is supported by previous in vivo research showing that the development of cardiovascular diseases in adult offspring of pregnancies with chronic hypoxia is mediated by the induced oxidative stress, and can be prevented by maternal treatment with vitamin C during pregnancy [52]. The role of foetal oxidative stress in the development of cardiovascular diseases has been recently reviewed by Rodríguez-Rodríguez et al. [53].

We also noticed substantial up-regulation of immunity-related genes, up to 400-fold, in the pre-treatment experiment, and the enrichment of the biological process *immune system development* in the co-treatment experiment (FDR = 8.40 × 10^−3^), which might be due to oxidant-induced activation of the redox-sensitive transcription factor NF-kB, that controls the immune and inflammatory responses [54]. In addition, immune-related signalling pathways were affected by some of the differentially expressed genes in both experiments. For example, in the co-treatment condition, *cytokine-cytokine receptor interaction*, which contributes to regulation of immune cell homeostasis and coordination of signal-dependent immune responses [55], particularly inflammation [56], and *TGF-beta signalling pathway*, whose perturbations underlie inflammatory diseases [57], were among the enriched pathways, while in the pre-treatment condition, infection-related pathways, such as *viral mRNA translation* and *influenza infection* were affected. 

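Of the 26 genes that Table S4 lists under immune system development, 16 were higher and 10 lower in co-treated cells, and 12 were called by the quasi-likelihood test, 6 in each direction. In the pre-treatment samples of Figure 3b, 16 of these genes were higher and 10 lower.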

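In co-treated cells, 8 of the 13 genes that Table S4 lists under cytokine-cytokine receptor interaction were higher and 5 lower, and 8 were called, 3 higher and 5 lower. Of 7 genes of the TGF-beta signaling pathway, 5 were higher and 2 lower, and 6 were called, 5 higher and 1 lower. Genes of cytosolic ribosomal proteins, which belong to the viral mRNA translation and influenza infection pathways, were tested as a family chosen by symbol. Over the samples of Figure 3b, 85 of 86 were higher after pre-treatment, with a median log2FC of 0.91 and an adjusted p of 2.94e-24 in limma's camera and 0.0205 in fry, while camera with an estimated correlation gave 0.796. The median was 0.89 with DESeq2's size factors and 0.69 with library size as the only scaling. With all 6 libraries it was 0.49, again with 85 of 86 genes higher (adjusted p = 2.57e-08 in camera with the preset correlation). That fit still holds control replicates 1 and 2, so it does not show the direction against control replicate 3 alone. After co-treatment the median was 0.02, with 49 of 86 genes higher (adjusted p = 0.995 in camera), and it lay between -0.15 without control replicate 1 and 0.16 without control replicate 3. Both of these values passed the FDR threshold in camera, with adjusted p-values of 2.94e-05 and 0.00105.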

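TNC (chromosome 9, 117781854 to 117880486) and FZD7 (chromosome 2, 202898578 to 202903164) were lower in treated cells of both experiments. TNC had 6.89 ± 1.48 CPM (SD, n = 3) in control and 3.50 ± 0.111 CPM (SD, n = 3) in co-treated cells, a log2FC of -0.98 (standard error 0.21, adjusted p = 0.0676), and was not called, except without control replicate 3 (adjusted p = 0.0360), with the exact test (0.00572, range over the alternatives 0.00164 to 0.226), with DESeq2, with no filter and with robust estimation. FZD7 had 88.4 ± 11.2 CPM (SD, n = 3) and 49.9 ± 8.57 CPM (SD, n = 3), a log2FC of -0.83 (standard error 0.15, adjusted p = 0.0285), and its call was lost without control replicate 2 (adjusted p = 0.0790), treated replicate 2 (adjusted p = 0.149) and treated replicate 3 (adjusted p = 0.284). Over the samples of Figure 3b, the log2FC was -1.06 for TNC (standard error 0.31, adjusted p = 0.0370) and -1.06 for FZD7 (standard error 0.20, adjusted p = 0.00740). The call of TNC was lost without control replicate 2 (adjusted p = 0.274), treated replicate 1 (adjusted p = 0.104) and treated replicate 2 (adjusted p = 0.104), and that of FZD7 without control replicate 2 (adjusted p = 0.0734) and treated replicate 3 (log2FC of -0.97). With the replicate block the log2FC of FZD7 was -0.92, under the threshold. In control replicate 3, TNC had 6.03 CPM and FZD7 89.8 CPM, against treated means of 6.04 and 53.8 CPM. Across the 6 libraries neither was called, with log2FC values of -0.80 and -0.97 and adjusted p-values of 0.484 and 0.320.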

Three of the common dysregulated genes, *TNC*, *CXCR4*, and *FZD7*, were enriched in *Syndecan-4-mediated signalling events*, that are known to be involved in immune responses [58]. *TNC* [59] and *CXCR4* [60,61], in particular, have well-established immunity-related functions. Significantly lower levels of *TNC* protein, which has crucial roles in different aspects of neurodevelopment, were recently observed in the dorsolateral prefrontal cortex (DLPFC) of BD patients with a psychosis history compared to non-psychotic BD subjects [62]. Contrarily, Dominique et al. had previously reported increased expression of this gene in DLPFC of SZ cases in comparison with healthy controls [63].

Several layers of evidence have been suggestive of a relation between the immune system and psychiatric disorders. These include the identification of maternal immune activation as a risk factor for neuropsychiatric illnesses, especially SZ [64]; the increased incidence of immune disorders in individuals with SZ and their relatives [65]; and the observed alterations in concentrations of several pro-inflammatory markers in serum, plasma, cerebrospinal fluid (CSF), and blood cells [66,67,68,69], as well as post-mortem brains [70,71] of schizophrenia patients. There is also an enrichment of genes with disease-associated GWAS common variants in immune signalling pathways in patients with SZ, BD, and MDD [72]; and differential expression (usually up-regulation) of immune genes in the brain and blood of psychiatric patients [73,74,75].

Immunity-related genes with 57 to 400-fold expression increase in our pre-treatment data include *CFI* (Complement Factor I), *CCHCR1*, *IL7R* (also known as IL7RA and CD127), *IKBKE*, *TCIM* (or C8orf4), *IL33* (Interleukin 33), *IL31RA*, and *DPP4*. 

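Of these 8 genes, 6 had no counts in control replicates 1 and 2, so their fold increase over the samples of Figure 3b has only a lower bound, taken against a floor of 3 counts over the group. CFI (chromosome 4, 110652164 to 110723306) had 203 counts in the 3 treated replicates and was at least 29.3-fold higher, with 143 of these counts in treated replicate 1. CCHCR1 had 50 counts and was at least 7.22-fold higher, with 0 of them in treated replicate 2, IL7R had 49 (at least 7.08-fold), IKBKE 42 (at least 6.07-fold), IL31RA 28 (at least 4.04-fold) and DPP4 25 (at least 3.61-fold). TCIM, listed by its older symbol C8orf4, had 1 count in control replicates 1 and 2 and 228 in treated cells, a ratio of CPM of 98.8 with a 95% counting interval of 17.6 to 3919. IL33 (chromosome 9, 6215786 to 6257983) had 1 and 216 counts, a ratio of 93.6 with an interval of 16.6 to 3713. C8orf4 (0.992 ± 0.0193 CPM (SD, n = 3) in treated cells, adjusted p = 0.00121) and IL33 (0.921 ± 0.331 CPM (SD, n = 3), adjusted p = 0.00256) were called with any 1 of the 5 libraries left out, and CFI, IL7R, IKBKE and IL31RA were called with adjusted p-values of 0.0186, 0.0211, 0.0204 and 0.0453. Without control replicate 1 these 4 calls were lost, with adjusted p-values of 0.0748, 0.0802, 0.0805 and 0.157, as they were without control replicate 2, with 0.0920, 0.0992, 0.1001 and 0.181. CFI kept its call without any 1 treated replicate, whereas IL7R, IKBKE and IL31RA kept theirs without treated replicate 2 and did not pass the filter without treated replicate 1 or treated replicate 3. With limma-voom CFI lost its call, with DESeq2 IL7R, IKBKE and IL31RA had no adjusted p and were not called, and IL31RA was also not called with limma-voom, upper-quartile factors, library size only, a threshold in 1 library, the fit over both experiments and the replicate block. CCHCR1 was not called (adjusted p = 0.0900), but it was called without treated replicate 2 (0.0235), with the exact test, with no filter and with the replicate block, and DPP4 did not pass the filter on low counts. A fitted log2FC of genes without control counts depends on the prior count and is not given. Control replicate 3 had 5 counts of CFI, 6 of IL7R, 5 of IKBKE, 1 of C8orf4, 8 of IL33 and 1 of IL31RA, and none of CCHCR1 or DPP4. Over all 6 libraries, the ratio was 28.1 for CFI, 5.66 for IL7R, 5.82 for IKBKE, 79.0 for C8orf4, 16.6 for IL33 and 19.4 for IL31RA, and CCHCR1 and DPP4 were at least 11.5-fold and 5.77-fold higher. C8orf4 was called over all 6 libraries (adjusted p = 0.0499) but not without any 1 of the libraries other than control replicate 3. CFI and IL33 were not called (0.320 for both), and the other 5 did not pass the filter. Co-treatment control replicates 1 to 3, also without H2O2, held 33, 20 and 22 counts of C8orf4, 4, 29 and 0 of IL7R and 6, 4 and 3 of CFI. Of CCHCR1 they held 6, 0 and 2, of IKBKE 7, 1 and 0 and of IL33 5, 2 and 1. Of IL31RA they held 1, 0 and 0 and of DPP4 0, 1 and 0.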

Of particular interest are *CCHCR1* and *IL33*. *CCHCR1* is located in the major histocompatibility complex (MHC) region, a genetic locus harbouring the most significant common variant association with SZ [22,23]. A common missense allele in this gene was the most significant variant associated with SZ in an exome-sequencing of 2,536 schizophrenia cases and 2,543 controls [76]. *IL33* is a pro-inflammatory cytokine, released postnatally by synapse-associated astrocytes, with a vital role in synaptic pruning. *IL33* deficiency in mice results in overactive brain circuitry, due to too many excitatory synapses [77], suggesting that this gene might be involved in pathological conditions which arise from an imbalance of excitation and inhibition in developing neural systems, such as ASD [78]. Interestingly, dysregulation of *IL33* has been reported in ASD [79], SZ [80], BD [81], recurrent major depressive disorder (rMDD) [82], and perinatal depression [83]. Collectively, our findings suggest that oxidative stress may activate immune-relevant pathways in neurons and potentially exacerbate or potentiate the neurobiological consequences of neuroinflammatory processes, which have been shown to be significant in the pathophysiology of psychiatric disorders [19,84,85].

Consistent with our results, oxidative stress-induced up-regulation of immunity-related genes in neurons has been previously reported in the hippocampal CA1 region of rat pups. With the aim of finding a molecular mechanism for the considerably higher sensitivity of hippocampal CA1 neurons to oxidative stress than CA3 neurons, Wang et al. compared the transcriptome of these cells following exposure to stress. Interestingly, neurogenesis and neuron differentiation processes were affected in both cell types. On the other hand, the observed increased expression of genes related to apoptosis in both regions suggested that other pathways might be responsible for the increased cell death. Gene ontology analysis revealed the enrichment of CA1-specific up-regulated genes in cytokine, chemokine, and inflammatory response, as well as cytokine-cytokine receptor interaction pathway, as the clearest difference between the two hippocampal regions in terms of their responses to oxidative stress [86]; this suggested that immunity-related factors might be the main determinant of cellular response to this type of stress.

Activation of immune-related pathways in response to oxidative stress, and the resultant neuroinflammation, is well known as a contributing factor to neuronal damage in neurodegenerative disorders [87,88] and Fetal Alcohol Spectrum Disorder (FASD), which is characterized by neurocognitive deficits and behavioural abnormalities [89]. Chronic oxidative stress in the brain was shown to activate CNS innate immunity cells, microglia, to release cytokines and other inflammatory molecules, which are thought to trigger apoptotic death in neurons. In addition, activated microglia also produce ROS, forming a positive feedback loop between oxidative stress and neuroinflammation, that results in progressive damage to the brain [87,90]. Although a similar mechanism has been put forward for developing psychiatric disorders [91,92], the starting point of oxidative stress and inflammatory abnormalities remains unclear [91], since the evidence so far has been based on studies on patients in their early life or adolescence, while the effects of redox imbalance during very early stages of CNS development, such as fetal neural differentiation, remain unknown and therefore, were investigated in this vitro study. Figure 6 represents a schematic summary of the main neurodevelopment- or psychosis-related genes, processes, and pathways affected by exposure to oxidative stress which have been discussed here in detail.

Interestingly, we observed very substantial differential expression of a number of lncRNAs and pseudogenes, especially in the pre-treatment group. Top examples of up-regulated genes include RN7SKP118, RNA5SP195, CTC-534B23.1, KRT18P17, RNU1-67P, RP5-1119A7.11, EEF1A1P7, RP11-606P2.1, RN7SL359P, FAM83C-AS1, RP11-315O6.1, RP1-178F15.4, and CTC-457L16.2, which were increased between 48 and 128-fold compared to control cells. Similarly, RP11-37O16.8, RP3-389A20.5, RN7SL568P, RNU6-1255P, PRELID1P2, and RPS12P10, with 28 to 78-fold expression decrease were the top down-regulated genes. 

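None of these 13 genes had a count in control replicates 1 and 2, and the 3 treated replicates together held between 22 (RP11-606P2.1 and RP1-178F15.4) and 57 (RNA5SP195) counts. Against a floor of 3 counts over the control group, the genes were at least 3.18-fold (RP11-606P2.1) to at least 8.23-fold (RNA5SP195) higher over the samples of Figure 3b. RNA5SP195 (chromosome 5, 138635541 to 138635657), a 5S ribosomal RNA pseudogene, had 0.236 ± 0.109 CPM (SD, n = 3) in treated cells (adjusted p = 0.0157), and RN7SKP118 (chromosome 16, 67355561 to 67355890), a 7SK pseudogene, had 0.235 ± 0.189 CPM (SD, n = 3) (adjusted p = 0.0288). FAM83C-AS1, RP11-315O6.1 and CTC-457L16.2 were also called, RNU1-67P was not (adjusted p = 0.0555) but it was called without treated replicate 2 (0.0396), with the exact test, with no filter and with the replicate block, and the other 7 did not pass the filter. DESeq2 gave no adjusted p for FAM83C-AS1, RP11-315O6.1 and CTC-457L16.2 and did not call them. All 5 calls were lost without control replicate 1 or without control replicate 2, with adjusted p-values of 0.0614 to 0.109 and of 0.0796 to 0.133. RNA5SP195 kept its call without any 1 treated replicate, RN7SKP118 and CTC-457L16.2 without treated replicate 1, FAM83C-AS1 without treated replicate 2 and RP11-315O6.1 without treated replicate 3, and these 4 did not pass the filter without either of the other 2 treated replicates. Control replicate 3 held counts of 12 of the 13 genes, among them 15 of FAM83C-AS1, 9 of RNA5SP195 and 8 each of RP5-1119A7.11 and RN7SL359P, and none of RP11-315O6.1. Over all 6 libraries, the ratios of these 12 genes ran from 1.66 (FAM83C-AS1, 95% counting interval 0.888 to 3.27) to 23.6 (CTC-457L16.2, 3.95 to 958), and RP11-315O6.1 was at least 7.39-fold higher. RNA5SP195 and FAM83C-AS1 passed the filter over all 6 libraries and were not called (adjusted p = 0.527 and 0.811). Against control replicate 3 alone, FAM83C-AS1 was lower in treated cells, with a log2FC of -0.66. The co-treatment controls, also without H2O2, together held counts of each of the 13 genes. Their replicates 1 to 3 had 28, 26 and 9 counts of RNA5SP195 and 21, 25 and 9 of FAM83C-AS1. Each of the other genes had at most 13 counts in any of them (KRT18P17).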

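RP11-37O16.8, RP3-389A20.5 and RN7SL568P had 15, 13 and 11 counts in control replicates 1 and 2 and none in the treated replicates. Against a floor of 3 counts over the treated group, they were at least 11.5-fold, 10.0-fold and 8.46-fold lower. RNU6-1255P (chromosome 8, 131081787 to 131081898), PRELID1P2 (chromosome 6, 25678997 to 25679392) and RPS12P10 (chromosome 5, 141946265 to 141946641) had 21, 20 and 18 counts in control replicates 1 and 2 and 1 count each in treated cells, ratios of control over treated CPM of 48.5 (95% counting interval 7.79 to 2004), 46.2 (7.38 to 1913) and 41.5 (6.56 to 1731). RP11-37O16.8, RNU6-1255P, PRELID1P2 and RPS12P10 were called, with adjusted p-values of 0.0198, 0.0139, 0.0183 and 0.0176, and the other 2 did not pass the filter. DESeq2 gave no adjusted p for these 4 and called none of them. These 4 calls were lost without control replicate 1 (adjusted p-values of 0.0674 to 0.159) or control replicate 2 (0.0755 to 0.149), and those of PRELID1P2 and RPS12P10 also without treated replicate 1 (0.0557 and 0.0533). Control replicate 3 held 4 counts of RNU6-1255P, 4 of PRELID1P2 and none of the other 4 genes. Across all 6 libraries, the ratio of control over treated CPM was 36.1, 34.6 and 26.0 for RNU6-1255P, PRELID1P2 and RPS12P10, RP11-37O16.8, RP3-389A20.5 and RN7SL568P were at least 7.22-fold, 6.25-fold and 5.29-fold lower, and none of the 6 passed the filter.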

While the functional implications of this is difficult to determine due to the relative lack of understanding surrounding these non-coding genes, it should be noted that long non-coding RNAs have been observed to regulate gene expression at both the transcriptional and post-transcriptional levels, and have been implicated in various psychiatric disorders, such as SZ, ASD, MDD, and ID [93,94]. Similarly, pseudogene products have been recently shown to regulate gene expression [95], and their differential expression has been reported in several psychiatric disorders, including SZ [96]. It is therefore reasonable to speculate that their elevated expression may be a contributing factor to the large number of differentially expressed genes in the pre-treatment condition compared to cells exposed to oxidative stress during differentiation.

In summary, our observations suggest that oxidative stress is a key risk factor in the onset of neurodevelopmental disorders, potentially through the disruption of neurogenesis and differentiation as well as the dysregulation of immune modulating genes in neuronal progenitor cells. While the connection between these two processes is not intuitive, several classes of genes known to be functional in the immune system, such as MHC class I, the complement family, the T cell marker CD3, cytokines, chemokines, and toll-like receptors, display pleiotropy with functions related to neural development, including cell proliferation and differentiation, neurite outgrowth, axonal growth, synaptogenesis, synaptic remodelling and plasticity, and cognition [97]. Oxidative stress is therefore likely to have adverse effects even before the initiation of neuron differentiation, suggesting that the neuronal progenitor cells in the fetal nervous system may be particularly vulnerable in the very early months or even weeks of pregnancy to this exposure, which may therefore significantly contribute to the risk of developing psychiatric disorders later in life. While our study provides evidence, at the transcriptome level, for disruption of neurogenesis upon exposure to oxidative stress, further investigations, such as proteomics analyses, is important to support the observed changes in gene expression at the protein level. In addition, in vivo animal models are necessary in future research to confirm the involvement of prenatal oxidative stress exposure in behavioural changes in the offspring that are thought to be associated with psychiatric disorders.

## 4. Materials and Methods

### 4.1. Cell Culture and Differentiation

The human neuroblastoma SH-SY5Y cells were seeded at a density of 2 × 10^4^ cells per cm^2^ in a cell culture flask, and maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, Irvine, UK, Sigma-Aldrich) cell culture medium at 37 °C in a 5% CO_2_ atmosphere, with the media replaced every 2–3 days. DMEM media was supplemented with 2 mM L-glutamine (Logan, UT, USA, HyClone), 20 mM HEPES (New York, NY, USA, Thermofisher), and 10% foetal bovine serum (FBS, Melbourne, VIC, Australia, Bovogen Biologicals). To accomplish neuronal differentiation, the immature neuroblast cells were seeded into 6-well plates, and after 24 h were treated with 10 μM all-trans retinoic acid (ATRA, Sigma-Aldrich, St. Louis, MO, USA). The cells were incubated while protected from light and the ATRA-supplemented media was refreshed after 72 h. The differentiation protocol was ceased after 7 days of treatment with ATRA, when the cells displayed a neuronal phenotype, with increased growth of neurite projections and stalled cell division.

### 4.2. Application of Oxidative Stress

Oxidative stress was chemically induced in cultured neuroblasts by the addition of 10 μM hydrogen peroxide (H_2_O_2_, Sigma-Aldrich, St. Louis, MO, USA) using two treatment protocols. In the first approach, the cells were simultaneously exposed to H_2_O_2_ and ATRA during the entire 7 days of differentiation (co-treatment protocol). In the alternative pre-treatment approach, cells were treated with 10 μM H_2_O_2_ 72 h before commencement of the ATRA differentiation protocol.

Hydrogen peroxide is widely used for investigating the effects of chronic oxidative stress exposure, due to its high stability compared to other known reactive oxygen species, such as the free radicals superoxide anion and hydroxyl radical, that are too unstable, with a half-life of 10^−10^ to 10^−6^ seconds [98]. The selection of an appropriate, non-cytotoxic concentration of peroxide, that induces oxidative stress without reducing cell viability noticeably, was first based on a literature search for similar studies. Based on the findings, we then treated cells with increasing concentrations of H_2_O_2_, namely 10, 20, 40, 80, and 100 μM, and checked their morphology for 10 successive days through optical microscopy, which revealed that 10 μM H_2_O_2_ had the least adverse effects, and therefore, was chosen for the current study.

### 4.3. RNA Extraction and Analysis of Integrity

Cells were lysed directly in the culture plates by the addition of 1 ml Trizol reagent (Sigma-Aldrich, St. Louis, MO, USA). Lysate was transferred to microcentrifuge tubes and 200 μL of chloroform (Chem-supply, Gillman, SA, Australia) was added before centrifugation at 13,000 g at 4 °C for 10 min in accordance with the manufacturer’s instructions (ThermoFisher). The resultant aqueous phase, containing total RNA, was separated from the organic phase and mixed with 80 μg glycogen (Life Technologies, Mulgrave, VIC, Australia) and 500 μL isopropanol (Chem-supply, Gillman, SA, Australia), and incubated at −20 °C overnight for RNA to precipitate. After centrifuge at 9000 g at 4 °C for 30 min, the supernatant was discarded, and the pellet was washed with 75% cold ethanol twice. Finally, the RNA pellet was re-suspended in nuclease-free water and stored at −80 °C. The concentration and purity of extracted RNA was assessed by the Agilent small RNA kit and the 2100 Bioanalyzer according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA, USA). The provided system software was used for automatic calculation of RNA integrity number (RIN). All samples had RIN values above 8.5.

### 4.4. RNA-Seq Library Construction and Sequencing 

Library generation for total RNA-Seq and subsequent sequencing was performed as described before [99]. Briefly, 350 ng of total RNA (RNA integrity number (RIN) ≥ 8.5) was DNAse I treated (1 U/μg RNA, Thermo Scientific, Waltham, MA, USA), before ribosomal RNA depletion using the Ribo-Zero kit (Illumina, San Diego, CA, USA). The Illumina TruSeq Stranded Total RNA Library Prep Kit was applied to construct sequencing libraries according to the manufacturer’s protocol. In order to determine the quality and concentrations of libraries, High Sensitivity DNA Bioanalyzer chip was used, followed by pooling libraries and running in paired-end mode on a NovaSeq 6000 instrument for 150 cycles.

### 4.5. Quality Control, Read Count, and Differential Expression Analysis of RNA-Seq Data

The quality of the sequencing output FASTQ files was assessed using the FastQC software package (v0.11.8), with good-quality reads determined as those without any sequencing adapter content and with a Phred quality score ≥28 for all bases. Following removal of low-quality bases by Cutadapt (v2.10), HISAT2 (v2.1.0) [100] was applied to map the reads to the human genome build hg19. Ultimately, the reads aligning to annotated genes were quantified with htseq-count (v0.7.2) [101].

The R package edgeR (v3.6.1) [102] was applied to perform data normalisation and filtration, and then differential expression analysis was performed, based on the pairwise exact test mode. In order to filter out genes with consistently very low read counts across treatment and control samples, a counts-per-million (CPM) threshold was applied, which represented a minimum of 5 raw counts in the smallest library. Genes with significant differential expression were defined as those with a *p*-value less than 0.05 and a Benjamini-Hochberg FDR less than 0.05. Raw sequencing and processed read-count data are available at the Gene Expression Omnibus (Accession Number: GSE161860).

### 4.6. Pathway and Gene Ontology Analyses

In order to determine the biological processes and signaling pathways that were enriched for the differentially expressed genes, the ToppFun functional enrichment suite, which is an online tool from the ToppGene Suite [103] was used. 

## Figures and Tables

**Figure 1:**
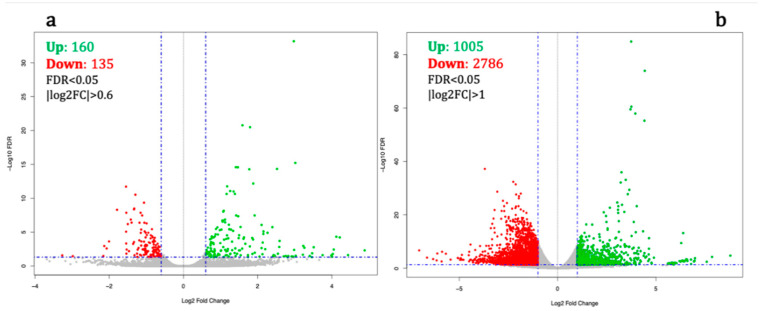
(**a**) Simultaneous treatment of SH-SY5Y neuroblastoma cells with hydrogen peroxide (H_2_O_2_) and ATRA causes up and down-regulation of 160 and 135 genes, respectively, with a false discovery rate < 0.05 and |log_2_FC| > 0.6. In comparison, (**b**) 72 h of treatment with H_2_O_2_ followed by seven days of differentiation with ATRA results in up-regulation of 2786 genes and down-regulation of 1005 genes compared to cells differentiated in the absence of H_2_O_2_. (FDR < 0.05 and |log2FC| > 1). Green and red dots depict up- and down-regulated genes, respectively.

**Figure 2:**
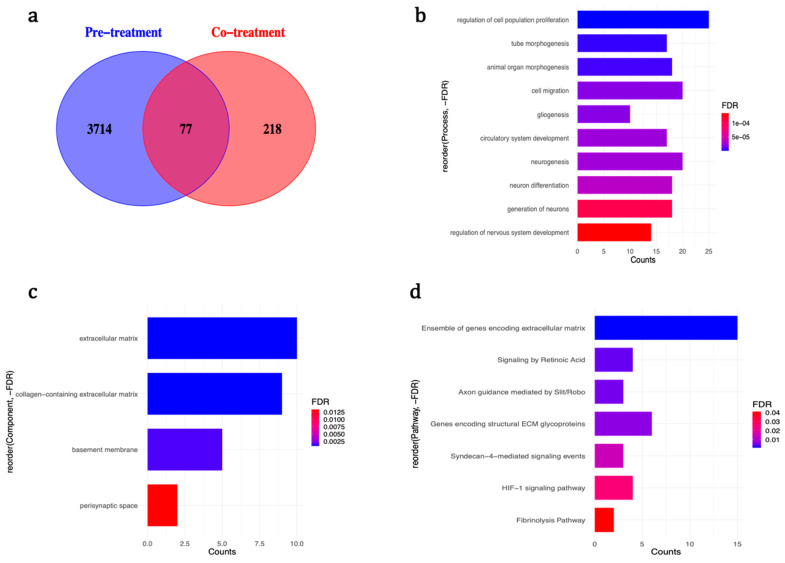
(**a**) Overlap between differentially expressed genes in co-treatment and pre-treatment experiments. The list of common genes is available at Supplementary Table S3. (**b**–**d**): (**b**) the selected enriched biological processes, (**c**) cellular components, and (**d**) signalling pathways, by genes differentially expressed in both experiments. For a complete detailed list, see Supplementary Table S6.

**Figure 3:**
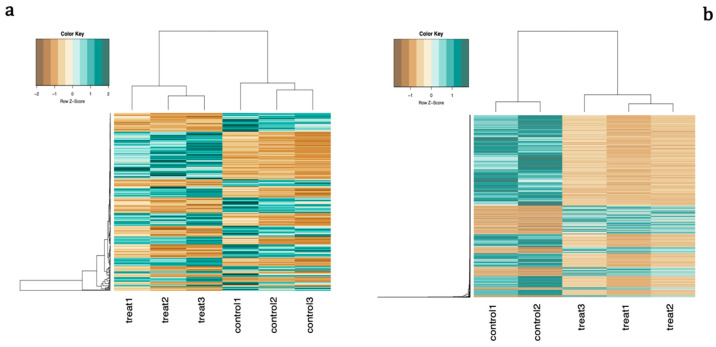
Unsupervised clustering of differentially expressed genes. The dendrogram demonstrates the degree of relatedness of the samples in terms of expression patterns. Each row corresponds to a unique gene, each column shows the expression profile of one sample, and each cell colour reflects the expression level of the corresponding gene in the corresponding sample. Green and brown indicate high and low expression, respectively. Gene expression patterns were clearly distinguishable between peroxide-treated and control samples in cells differentiated either in (**a**) the presence of H_2_O_2_ or (**b**) following 72 h pre-treatment with peroxide.

**Figure 4:**
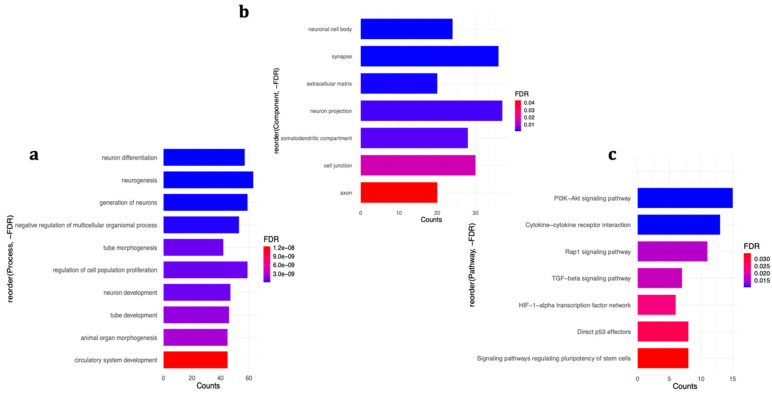
Enrichment analysis of differentially expressed genes in the co-treatment group. (**a**) biological processes, (**b**) cellular components, and (**c**) signalling pathways affected by the differentially expressed genes. For a complete detailed list, see Supplementary Table S4.

**Figure 5:**
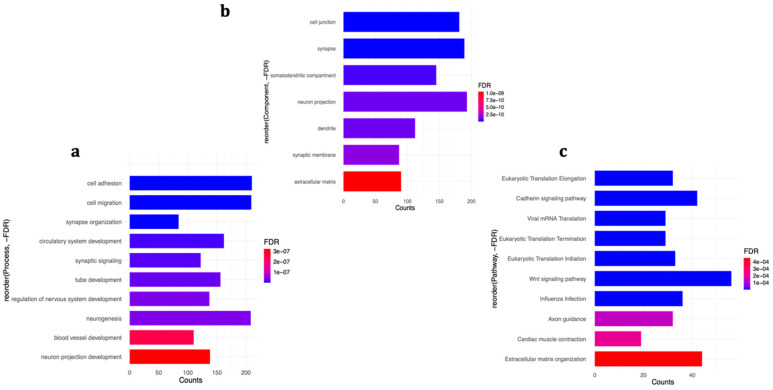
Differentially expressed genes in the pre-treatment group are (**b**) mostly enriched in cell junction and synapse and (**a**) involved in a variety of biological processes and (**c**) signalling pathways. Selected categories are shown. For a complete detailed list, see Supplementary Table S5.

**Figure 6:**
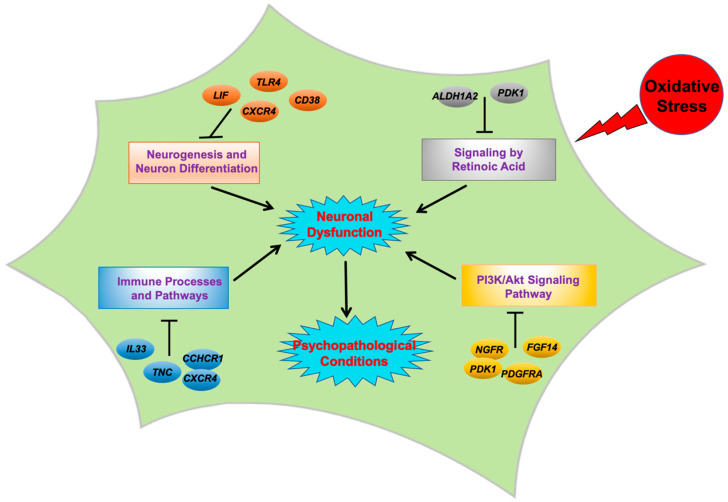
Schematic of the oxidative stress implication in psychiatric disorders. Exposure to oxidative stress results in transcriptomic perturbation in several key pathways that are important for neuronal development and their normal physiology. The resultant dysfunction of neuronal cells may contribute to the risk of initiating and developing psychopathological conditions and/or disorders.

## Supplementary Materials

Supplementary Materials are available online at https://www.mdpi.com/1422-0067/21/23/9182/s1.

# Supplementary material for: Oxidative Stress Impact on the Transcriptome of Differentiating Neuroblastoma Cells: Implication for Psychiatric Disorders
**Source:** Int J Mol Sci. 2020 Dec 2;21(23):9182. doi: 10.3390/ijms21239182
**Supplement:** Supplementary file 1

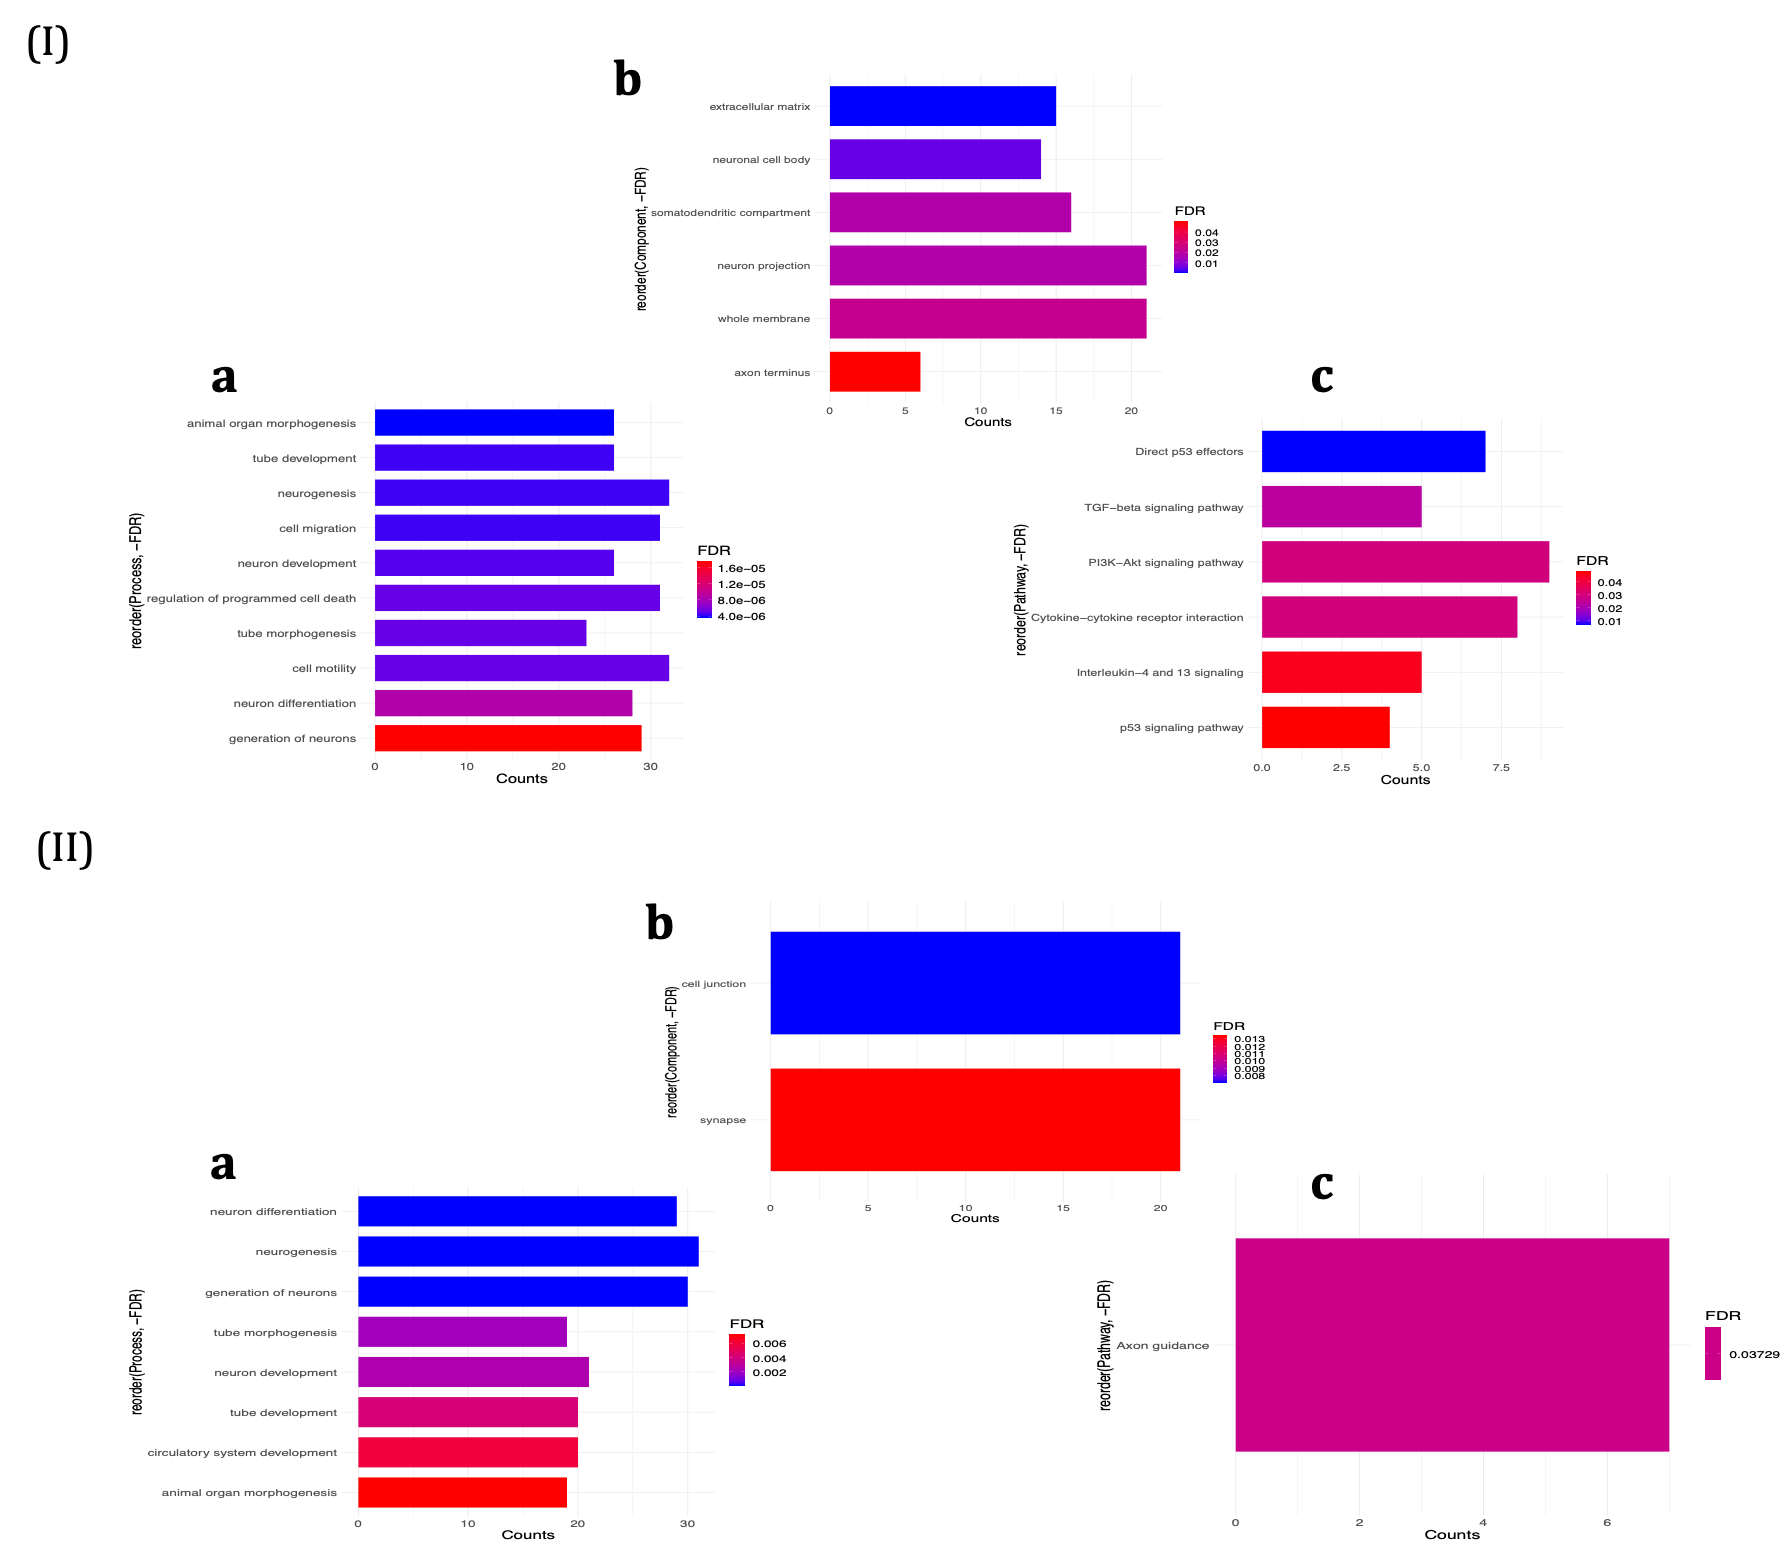

**Figure S1**. Group-specific GSEA on dysregulated genes in the co-treatment condition. (I) Up-regulated genes were enriched in the similar (a) biological processes, (b) cellular components, and (c) signalling pathways as the whole gene set. (II) Although down-regulated genes were involved in the same (a) biological processes as the whole gene set, they were (b) localised in the cell junction and synapse, and (c) enriched in axon guidance pathway only.

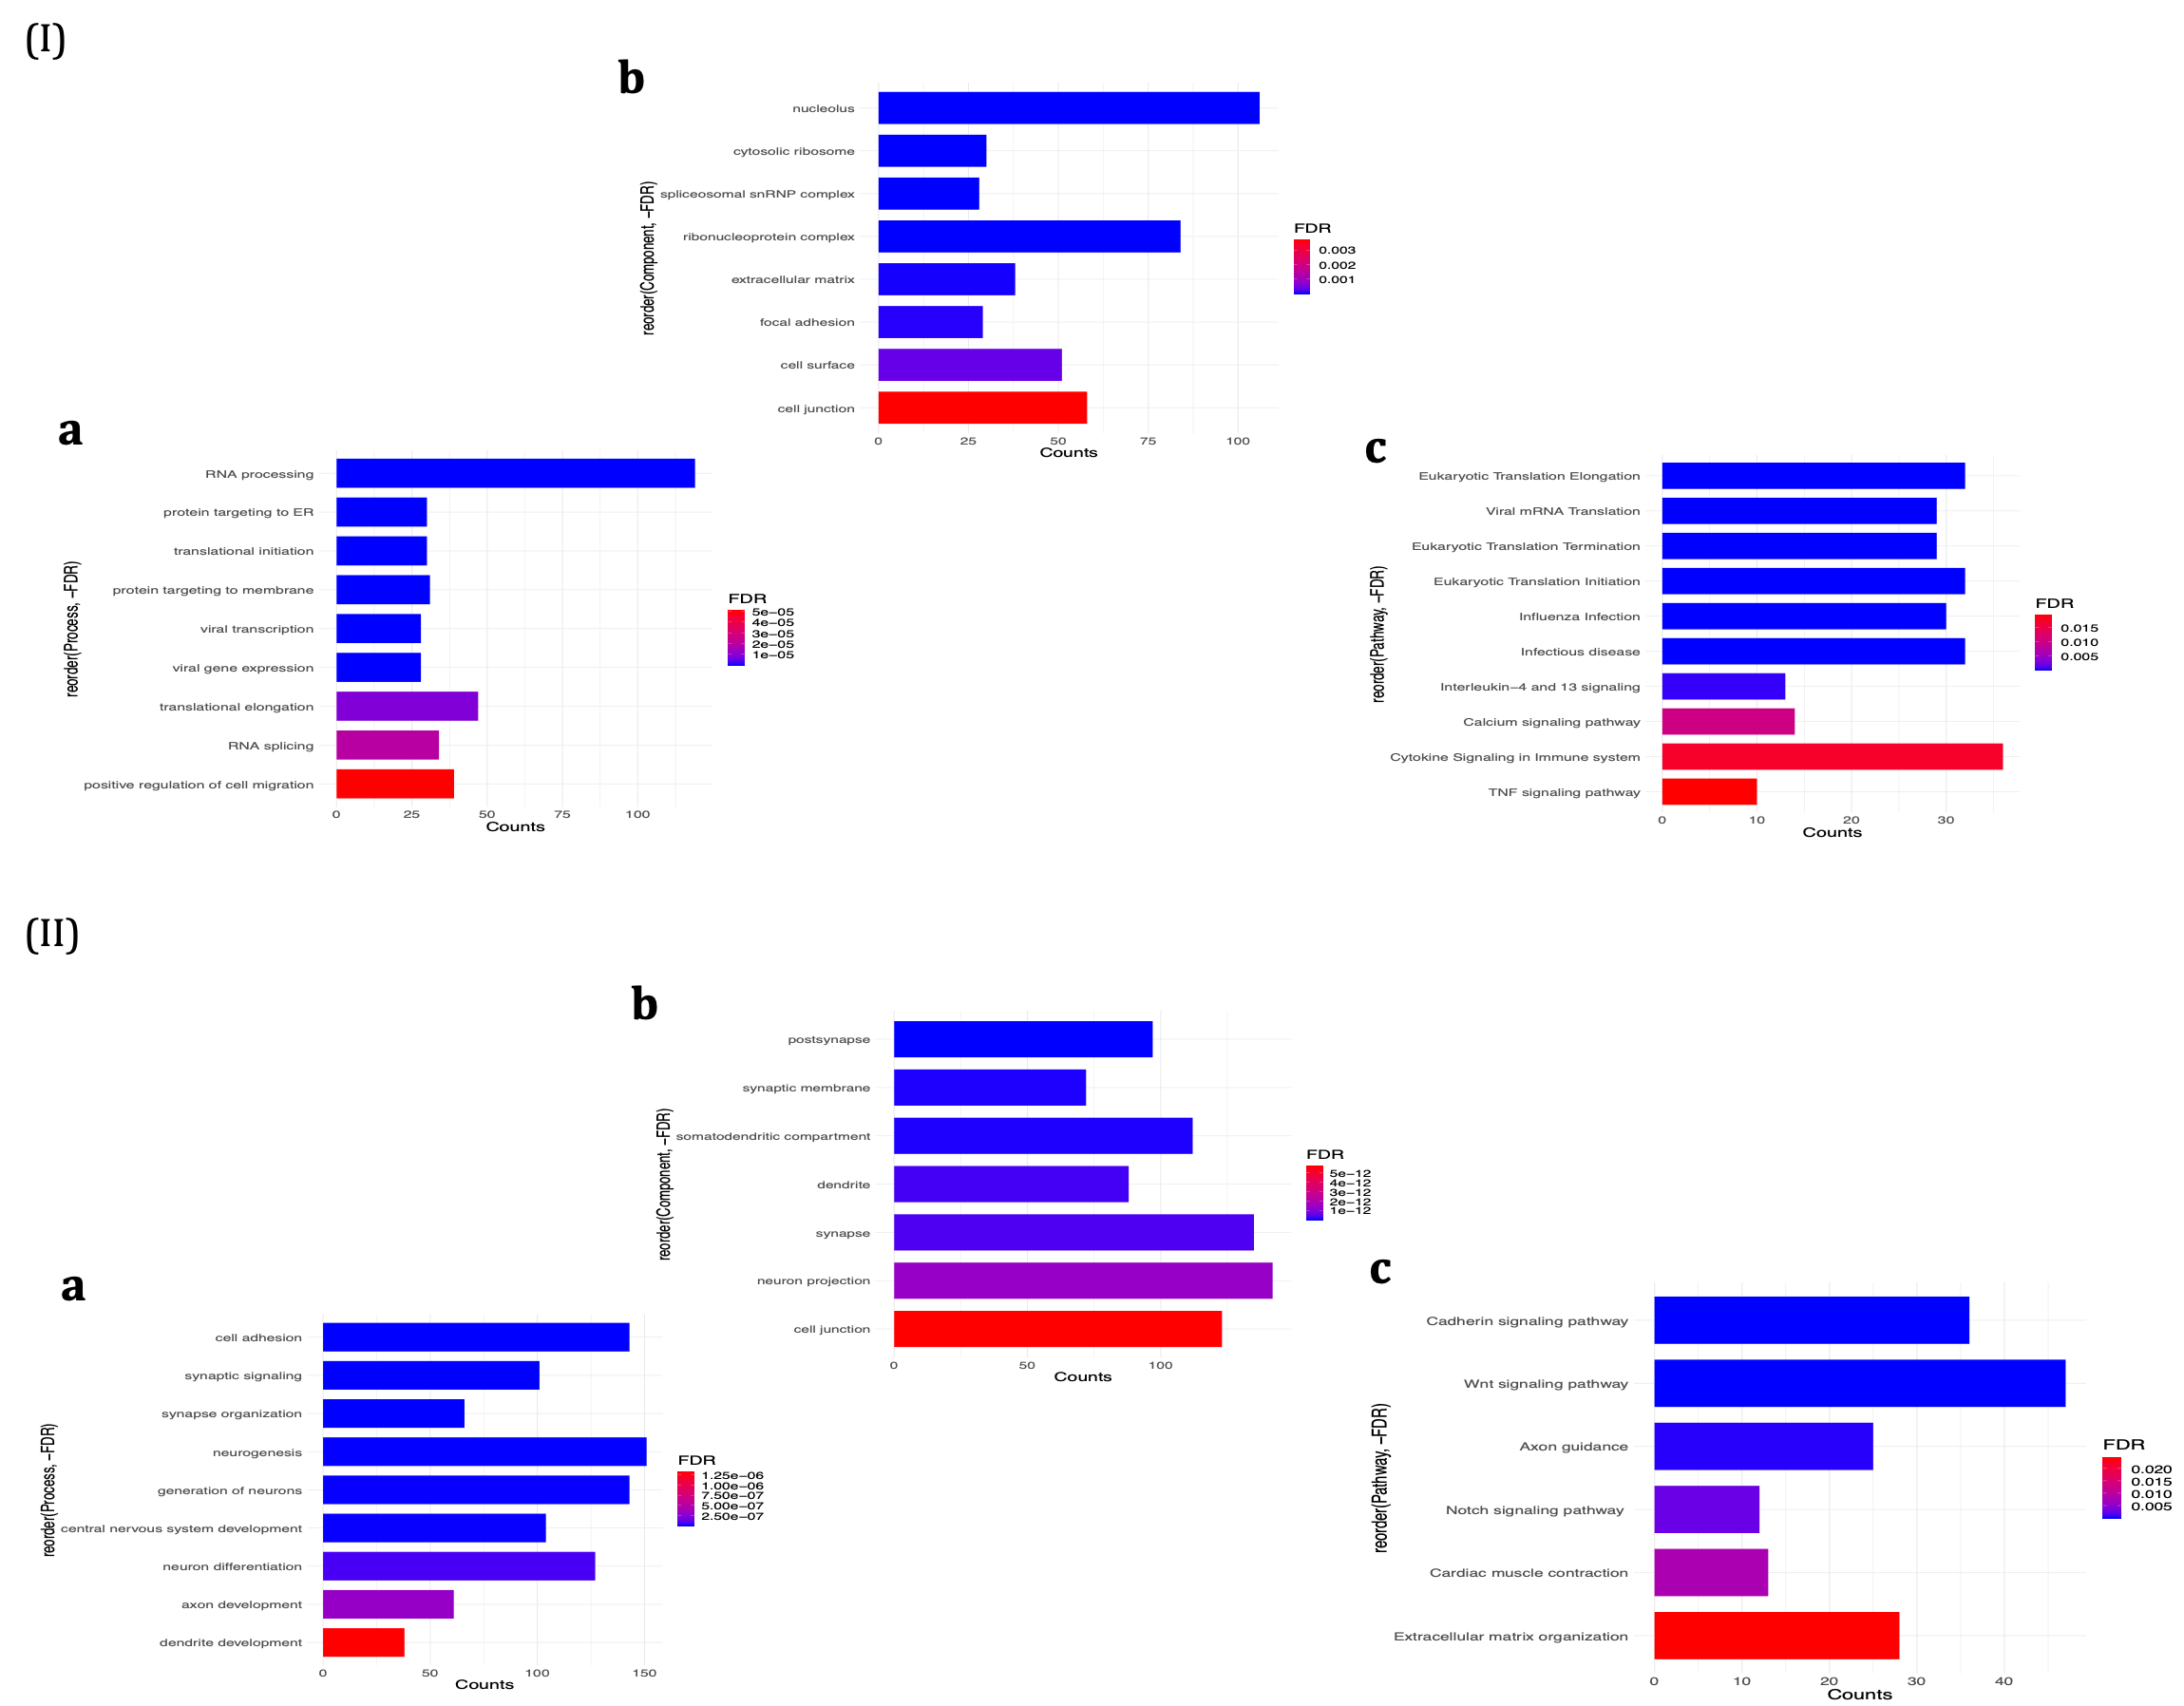

**Figure S2**. Group-specific GSEA on dysregulated genes in the pre-treatment condition. (I) Up-regulated genes shared some similarity with the whole gene set in terms of (c) affected signalling pathways, but were localised and involved in totally different (b) cellular components and (a) biological processes, respectively. (II) Down-regulated genes were enriched in similar categories as the whole gene set (a-c).

How the deposited data were processed for this re-analysis (not part of the article)

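RNA from 12 cultures of SH-SY5Y cells was studied, 6 in each of 2 experiments with 3 control and 3 treated cultures. In the co-treatment experiment, cells received 10 μM ATRA for 7 days with or without H2O2 throughout, and in the pre-treatment experiment, cells received H2O2 or none for 72 h before 7 days of ATRA.

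According to the authors, reads were trimmed with Cutadapt, mapped to hg19 with HISAT2 and counted per gene symbol with htseq-count, and the counts are held for each library as deposited, unnormalized and unfiltered, with 5 closing entries for reads that were not counted on a gene. The log2 fold changes and average log2 CPM of the deposited tables were made by the authors with edgeR's pairwise exact test on filtered counts. The p-values and FDR values of these tables come from the same test of the authors, adjusted by the Benjamini-Hochberg method. The strand setting, the annotation version and the control samples behind the pre-treatment table are not stated by the authors. The tables were compared with a refit of the counts, and the values in the text were computed from the counts.

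Gene positions on hg19 come from an annotation lifted to that build, in which 33178 of the 55765 symbols (59.5%) matched 1 gene, so positions and lengths are given only for matched symbols. Clone-based names such as RP11-677N16.1 and older symbols are given without positions.

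Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. TMM factors were used, with a prior count of 2 for log2 CPM. Genes entered a comparison when their CPM reached that of 5 raw counts in the smallest library, in at least as many libraries as the smaller group holds. Treated and control libraries were compared with edgeR's quasi-likelihood test, and genes were called at an FDR below 0.05 with an absolute log2FC above 0.6 (co-treatment) or 1 (pre-treatment). The comparisons, tests, thresholds, named genes and the alternatives listed below were chosen before the data were examined, except where the text says otherwise. The pre-treatment comparison was made over the 5 libraries of Figure 3b and over all 6. The difference between the responses was tested as the interaction of treatment and experiment over the 11 libraries of Figure 3, with 1 estimate of the spread for all groups.

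Genes were named by a rule: the 5 neuronal markers, every gene that the results and discussion name as expressed or changed in these cells, the 6 genes that Table S3 lists with opposite directions, the 5 genes with the smallest FDR in each direction and experiment among called genes whose groups do not overlap, and the 4 genes with the smallest FDR in the interaction test. The fold changes that the supplementary tables give for the genes named by the paper had been seen when the rule was written. Gene families were chosen by symbol (cytosolic ribosomal proteins, ribosomal protein pseudogenes, protocadherins, collagens, replication-dependent histones, mitochondrially encoded proteins, and small-RNA loci with their pseudogenes) and tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over all families and both experiments.

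Of 200 genes changed in simulated counts with the depth and spread of each comparison, 99.5% were called in the co-treatment comparison, 96.5% in the pre-treatment comparison over the samples of Figure 3b, 88.5% over all 6 libraries and 92.5% in the interaction test, while 20, 13, 14 and 10 unchanged genes were called. The changed genes were drawn only from genes above a floor on expected counts, and each was changed by more than either threshold on the log2FC. These shares therefore do not give the power for smaller changes or for genes with few counts. Library depth is given with each experiment.

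The alternatives were edgeR's exact test, DESeq2, limma-voom, DESeq2's size factors (RLE), upper-quartile factors and library size within edgeR, no filter, edgeR's filterByExpr, a threshold met in 1 library, robust estimation, 1 fit over both experiments, a block for the replicate number, other thresholds on the log2FC, all 6 pre-treatment libraries and each library left out in turn. The replicate numbers do not pair the cultures by any statement of the paper, and residuals of libraries with the same number correlated by -0.0626, -0.0733 and -0.0660 in the co-treatment experiment and by 0.0695 and -0.00274 over the samples of Figure 3b. Tables S2, S5 and S6 are held only in part, so no set of them was tested. Measurements other than RNA counts were not analysed here.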

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

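The tests of a mislabelled culture, of a difference between control replicates 1 and 2 and the other libraries, of depth, of the small structured RNAs in the scaling, of the place of control replicate 3 as a response to H2O2, of the interaction with control replicate 3 as the only control, and the fit with a covariate were chosen after the result was seen.

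The response to H2O2 differed between the experiments for 2058 of 25668 genes, a difference that was tested itself, as the interaction over the 11 libraries of Figure 3 in edgeR. The genes with the smallest adjusted p were ARL10 (adjusted p = 0.000336), POLR2A (0.000952), SLC8A1 (0.00229) and USB1 (0.00229). Their log2FC after pre-treatment minus that after co-treatment was -2.45 for ARL10, -3.17 for POLR2A, 2.06 for SLC8A1 and -1.96 for USB1. ARL10, POLR2A and USB1 had log2FC values of 0.43, 0.40 and 0.37 after co-treatment and of -1.97, -2.72 and -1.54 after pre-treatment, and SLC8A1 had -0.58 and 1.53. With control replicate 3 added, 7 genes differed, SLC8A1 among them (2.01, adjusted p = 0.00922), and ARL10 (0.462), POLR2A (0.407) and USB1 (0.478) no longer did. With control replicate 3 as the only pre-treatment control, 11 genes differed, against 321 with control replicate 1 alone and 1105 with control replicate 2 alone. Much of this difference may therefore lie in what sets control replicates 1 and 2 apart, and for ARL10, POLR2A and USB1 the sign of the pre-treatment change was opposite against control replicate 3 alone (0.32, 0.15 and 0.13). The biological explanation that the design gives, the time of exposure, stays open, since the 2 experiments also differ in anything else that was not shared between them.

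Control replicate 3 of the pre-treatment experiment, a library that Figure 3b does not show, differed from control replicates 1 and 2 in 4753 of 28036 genes, 1383 higher and 3370 lower, by edgeR's quasi-likelihood test in which the lone library is assumed to vary like the other 2. Reads outside annotated genes were 0.7997 and 0.830 per read counted on a gene in control replicates 1 and 2, and 0.200 to 0.462 in the other 10 libraries, a quantity that the paper does not report.

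Of the technical explanations, the tables argue against 3 as the whole cause. A difference in depth was tested by thinning every library to the shallowest, after which 2859 genes were called over the samples of Figure 3b. A shift of the scaling by the small structured RNAs was tested by leaving these out, after which 2777 genes were called. Genomic DNA in control replicates 1 and 2 would put reads on the olfactory receptor genes at the density of the reads outside genes. The expected number was divided by 2, as for counting on 1 strand, although the strand setting is not named. These genes (394 of 399 with a length, 98.7%) held 4.04% of the reads so expected. Counting on both strands would make this share lower.

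Others stay open. Control replicates 1 and 2 may differ from the other 4 pre-treatment libraries by something other than H2O2: over 24407 genes, control replicate 3 minus control replicate 1 correlated with treated minus control replicate 2, which share no library, at r = 0.567 (0.675 with the control replicates exchanged), where such pairs of differences in the co-treatment experiment gave -0.138 to 0.138. This test could have come out the other way, and it also fits a mislabelled control replicate 3. A trend with the share of reads outside genes, which was measured within the groups of the co-treatment experiment, correlated with the pre-treatment log2FC at -0.296, the lowest of 36 permutations (one-sided permutation p = 0.0278, the smallest these can give; range -0.296 to 0.238). With that share as a covariate over all 6 libraries, 334 genes were called, 222 of them higher.

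A mislabelled culture cannot be told apart from a difference of control replicates 1 and 2. Against the 3 treated libraries, control replicate 3 gave 6 called genes (EIF3CL, GATSL1, ECEL1, GOLGA8B, MAGED4 and COL3A1, named after their values were seen), while control replicate 1 alone gave 1064 and control replicate 2 alone 2341. A treated library set against the other 2 gave 7 (replicate 1), 0 (replicate 2) and 836 (replicate 3) in the same test. Without treated replicate 1, 2 or 3, control replicate 3 gave 15, 17 and 1336 called genes, so this count depends on treated replicate 3. Against a wrong label go the 6 genes called over all 6 libraries (C8orf4, COL3A1, EYA4, ITGA4, NRP1 and VIM, adjusted p from 0.0442 to 0.0499, of which all but C8orf4 were named after their values were seen). In these genes control replicate 3 lay with the other controls: VIM had 3.02, 3.99 and 5.13 CPM in the controls and 23.4, 19.6 and 22.1 CPM in treated cells, and COL3A1 had 21.9, 13.1 and 18.2 CPM and 114, 87.3 and 86.8 CPM. The other 5 genes were picked by that grouping, however. C8orf4 was named by the paper from the samples of Figure 3b, and it had 1 count in control replicate 3. Genes that the naming rule chose without control replicate 3 go both ways, for which 2 examples were picked after their values were seen: RDH10 had 6.76 CPM there against 6.80 and 5.18 CPM in the other controls and 12.4 to 19.5 CPM in treated cells, while CDR1 had 2.27 CPM against 27.1 and 45.0 CPM in the other controls and 2.39 to 2.89 CPM in treated cells. Over the 132 genes called after co-treatment, which were chosen without the pre-treatment libraries, the mean log2 CPM signed by the direction of that change was -0.20, -0.97 and -0.0956 in the controls and 0.42, 0.15 and -0.13 in treated cells. Control replicate 3 thus lay above the lowest treated library (lowest treated minus control replicate 3, -0.0343), but the treated libraries spread over 0.55, more than their distance to control replicate 1, so this mean does not settle the label. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many called genes, the real one, and since 10 splits never give a share under 0.1, the splits alone cannot exclude chance.

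A response to H2O2 is the biological explanation that the design gives. Over 2755 of the called genes, control replicate 3, which had no H2O2, lay at 1.08 on the line from control replicates 1 and 2 (0) to the treated libraries (1), and the co-treatment controls, also without H2O2, lay at 0.638, 0.930 and 0.984. The prediction set for this test counts the value against a response to H2O2 as the cause of these calls, but the genes were chosen for the pattern and the value would be the same with a wrong label, so a response cannot be told apart from the technical explanations that stay open.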

How the results depend on the processing

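The CPM above 0.1 filter, its use with the exact test, the covariate, the fit without small structured RNAs, the thinned counts and control replicate 3 alone were chosen after the results were seen. Where a control or treated library is left out so that 1 remains, it is assumed to vary like the other group. Except where a sentence gives a reason, the cause was not tested.

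In the co-treatment experiment, 132 genes were called, and limma-voom (138), RLE factors (137), upper-quartile factors (128), filterByExpr (134), a threshold in 1 library (152), robust estimation (165), the replicate block (180), no threshold on the log2FC (132) and the CPM above 0.1 filter (137) gave counts within 1.5 times of it. The exact test gave 307, DESeq2 308, the CPM above 0.1 filter with the exact test 295, no filter 443, library size only 80 and the fit over both experiments 28. A threshold of 1 on the log2FC gave 81, which follows from the stricter threshold. With 1 library left out the count ran from 18 (without treated replicate 3) to 218 (without control replicate 1), with 49 without control replicate 2 and 54 without treated replicate 2.

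In the pre-treatment experiment with the samples of Figure 3b, 2952 genes were called, and every other test, scaling and filter set before the data gave 2673 to 3785. No threshold on the log2FC gave 6871 and a threshold of 0.6 gave 5260, which follows from the wider threshold. With 1 library left out, the count ran from 1064 (without control replicate 2) to 3540 (without treated replicate 3), and was 1784 without treated replicate 1. With all 6 libraries 6 genes were called, and with control replicate 3 as the only control 6, of which 2 (COL3A1 and GOLGA8B, named after their values were seen) were among the 2952.

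Over all 6 libraries, the exact test called 231 genes, the CPM above 0.1 filter with the exact test 230, DESeq2 501, no filter 300, the fit over both experiments 63 and the covariate 334, against 6. Upper-quartile factors called 0 (2907 genes at an unadjusted p under 0.05), limma-voom 0 (2445), the replicate block 0 (1957) and library size only 1 (VIM). With 1 library left out, the count ran from 0 to 2952, the latter without control replicate 3 and 0 without any 1 of the other 5.

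Of the genes called in both experiments, 36 with the quasi-likelihood test, the exact test shared 79, the CPM above 0.1 filter with the exact test 78, DESeq2 69, the replicate block 68, no filter 166, library size only 15, the fit over both experiments 11 and all 6 pre-treatment libraries 1 (VIM). With 1 library left out, 8 to 53 were shared, with 14, 14 and 8 without co-treatment control replicate 2, treated replicate 2 and treated replicate 3, and 12 and 23 without pre-treatment control replicate 2 and treated replicate 1. The genes whose response differed, 2058 over 11 libraries, numbered 7 over all 12, 3483 with DESeq2 and 3847 with no filter, and 2022 to 2684 with RLE factors, library size only, filterByExpr and the replicate block. With 1 library left out they numbered 321 (without pre-treatment control replicate 2) to 4499 (without co-treatment control replicate 1), with 636, 932, 1305 and 730 without co-treatment control replicates 2 and 3 and treated replicates 2 and 3, and 1105, 686 and 1150 without pre-treatment control replicate 1 and treated replicates 1 and 2.

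Of the 7 gene families, 0 passed the FDR threshold after co-treatment in limma's camera, 0 in fry and 0 in camera with an estimated correlation, while 2 (ribosomal protein pseudogenes and mitochondrially encoded proteins) had an unadjusted p under 0.05 in camera with the preset correlation. The mitochondrially encoded proteins passed with no filter (1 family) and with the replicate block (1 family), and 0 to 3 families passed with 1 co-treatment library left out (3 without control replicate 1, 1 without control replicate 2, 3 without control replicate 3 and 2 without treated replicate 1). After pre-treatment 3 families passed (ribosomal proteins, protocadherins and histones), 0 with an estimated correlation, and 3 to 5 with 1 library left out, where the mitochondrially encoded proteins and the small-RNA loci were added without control replicate 1. Medians that changed sign were those of the small-RNA loci after co-treatment with no filter (0.0410), of the ribosomal protein pseudogenes after pre-treatment with library size only (-0.14) and the replicate block (-0.0355), of the collagens after pre-treatment with library size only (-0.0562), a scaling under which the median of all genes was -0.21 (-0.10 with upper-quartile factors), and of the small-RNA loci after pre-treatment with all 6 libraries (0.15). With 1 co-treatment library left out, the median ran from -0.15 to 0.16 for ribosomal proteins, -0.00633 to 0.17 for ribosomal protein pseudogenes, -0.12 to 0.27 for protocadherins, -0.13 to 0.0648 for collagens, -0.11 to 0.20 for histones and -0.23 to 0.14 for small-RNA loci. With 1 pre-treatment library left out, it ran from -0.0873 to 0.0501 for ribosomal protein pseudogenes.

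The ratio of distances between and within groups was 3.95 on the called genes in the co-treatment experiment, against 1.05 on all genes, which follows from choosing those genes by the groups. In the pre-treatment experiment it was 2.93 on the called genes, for the same reason, 1.89 on the 500 most variable genes, 2.28 with the Pearson distance and 1.11 with all 6 libraries, and 1.42 to 1.68 with 1 library left out, against 1.52.

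Of the neuronal markers after pre-treatment, 0 were called in the quasi-likelihood test, the exact test, DESeq2 and limma-voom, while MAPT (unadjusted p = 0.00171 in edgeR's test) and MAP2 (0.0466) and SV2A (0.0244) had an unadjusted p under 0.05 there. MAPT was the 1 marker called with upper-quartile factors (1), library size only (1), no threshold on the log2FC (1) and a threshold of 0.6 (1), and 0 to 1 markers were called with 1 library left out (1 without control replicate 1). SV2A after co-treatment changed sign with upper-quartile factors (0.00591) and library size only (0.0263), and ran from -0.13 to 0.10 with 1 library left out. TUBB3 after pre-treatment changed sign with the replicate block (0.10) and ran from -0.18 to 0.16 with 1 library left out.

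With control replicate 3 as the only control, the log2FC changed sign for MAP2 (0.28), TNC (0.00351), FAM83C-AS1 (-0.66), AL583842.3 (1.11), RP11-216N14.7 (0.53), RP11-677N16.1 (1.92), SCARNA10 (-0.56), SCARNA5 (-0.21), CDR1 (0.26), NAV1 (0.15), NAV2 (0.11), ARL10 (0.32), POLR2A (0.15) and USB1 (0.13). Calls of the co-treatment experiment were also lost with library size only and with the fit over both experiments for CXCR4, FZD7 and AKR1C3, with upper-quartile factors for AKR1C3, with the fit over both experiments for FGF14, and with a threshold of 1 for CXCR4 and FZD7. The next numbers cover the named genes, the families and the sets of Table S4. The other alternatives kept direction and side of the threshold in 1483 comparisons, lost the threshold in 98, gained it in 95 and reversed in 22. With 1 library left out the numbers were 523, 70, 20 and 20. The sets, compared by their number of higher members, were all counted as kept with any 1 library left out.

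Genes with few counts are limited by depth. Of the genes the paper names, DPP4, 7 of the 13 rising and 2 of the 6 falling noncoding genes and pseudogenes did not pass the filter over the samples of Figure 3b, and those whose controls held no counts have only a lower bound on their change.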

Differences from the paper's values

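The CPM above 0.1 filter with the exact test, named in this part, was chosen after the values were seen. Of 59 values of the paper that were compared, 5 differ. Counts were taken as different beyond 1.5 times the paper's, so 2952 called pre-treatment genes against 3791 are not among the 5. Neither are fold changes with only a lower bound here, nor log2CPM values such as 7.43 for ENO2 after pre-treatment against 7. A log2CPM was taken as different only beyond 1.5 times on the log2 scale itself and beyond the spread of the libraries, a wide tolerance. Many of the values compared are log2FC computed from the same counts, so the tally is not an independent check.

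For the co-treatment experiment the paper gives 295 genes, 160 higher and 135 lower, and here 132 were called, 74 higher and 58 lower. Among the alternatives set before the data were examined, the count lies within 1.5 times the paper's with edgeR's exact test (307, 165 higher and 142 lower), with DESeq2 (308, 157 higher and 151 lower) and without control replicate 1 (218, 140 higher), where the genes that fell (78) still differ. With no filter (443) the number that rose (205) lies within 1.5 times the paper's, but not the total or the number that fell (238), and with the replicate block (180) only the number that fell (92) does. All 3 counts differ from the paper's with limma-voom (138), RLE factors (137), upper-quartile factors (128), library size only (80), filterByExpr (134), a threshold in 1 library (152), robust estimation (165), the fit over both experiments (28), no threshold on the log2FC (132), a threshold of 1 (81) and without control replicate 2 (49), control replicate 3 (104), treated replicate 1 (94), treated replicate 2 (54) or treated replicate 3 (18). The exact test with a filter at CPM above 0.1, chosen after seeing the values, called 295 genes, 160 higher and 135 lower, and none (0) of the paper's called genes was dropped.

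The paper gives 77 genes common to both experiments, 6 of them with opposite directions, and here 36 were common and 0 had opposite directions. Among the alternatives set before the data were examined, the number of common genes lies within 1.5 times the paper's with the exact test (79), DESeq2 (69), the replicate block (68) and without co-treatment control replicate 1 (53). It differs with limma-voom (32), RLE factors (37), upper-quartile factors (25), library size only (15), no filter (166), filterByExpr (37), a threshold in 1 library (40), robust estimation (34), the fit over both experiments (11), no threshold on the log2FC (51), the thresholds exchanged (35), all 6 pre-treatment libraries (1) and each of the other 10 libraries left out (8 to 46). The number with opposite directions equals the paper's with the exact test (6, the genes that Table S3 lists) and lies within 1.5 times of it with DESeq2 (5: KRT80, PRR16, RP11-216N14.7, RP11-677N16.1 and RP11-811P12.3, of which Table S3 lists 2 so). It differs with no filter (42), the replicate block (2: DRGX and RP11-677N16.1), no threshold on the log2FC (1: LPPR4), without co-treatment control replicate 1 (12), without pre-treatment treated replicate 3 (1: DRGX) and with every other alternative (0). The exact test with the CPM above 0.1 filter, chosen after seeing the values, gave 78 common genes, 6 of them opposite.

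Several genes that the paper lists as changed after co-treatment were not called by the quasi-likelihood test, although their direction was that of the paper: LIF, CD38, TLR4, ALDH1A2, PDK1, RDH10, NGFR, TNC, AL583842.3, RP11-216N14.7, RP11-677N16.1, SCUBE1 and SLIT2. The exact test, with either filter, called all 13. DESeq2 called all but AL583842.3 and SCUBE1, and a fit with no filter called all but AL583842.3 and RP11-216N14.7. LIF was also called with RLE factors, a threshold in 1 library, robust estimation, the replicate block, the CPM above 0.1 filter and without control replicate 1. PDK1, RDH10, NGFR, RP11-677N16.1 and SCUBE1 were also called with the replicate block, TNC with robust estimation and without control replicate 3, and RDH10, NGFR, SCUBE1 and SLIT2 without control replicate 1. CFI, for which the supplement gives a co-treatment log2FC of 2.42, had the same direction here (2.42). It was not called by the quasi-likelihood test either.

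After pre-treatment, CXCR4, CCHCR1, RNU1-67P, RP11-677N16.1, SCUBE1 and MAPT, which the paper lists as changed, were not called over the samples of Figure 3b, and their direction was that of the paper. The exact test, with either filter, called the first 5, as did a fit with no filter. CXCR4 was also called with the fit over both experiments, CCHCR1 and RNU1-67P with the replicate block and without treated replicate 2, RP11-677N16.1 with DESeq2, upper-quartile factors, library size only, the replicate block and without treated replicate 3, and SCUBE1 with DESeq2, RLE factors, upper-quartile factors, library size only, a threshold in 1 library, the thinned counts and without control replicate 2. MAPT was called with upper-quartile factors, library size only, no threshold on the log2FC, a threshold of 0.6 and without control replicate 1. DPP4, CTC-534B23.1, KRT18P17, RP5-1119A7.11, EEF1A1P7, RP11-606P2.1, RN7SL359P, RP1-178F15.4, RP3-389A20.5 and RN7SL568P did not pass the filter.

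The legend of Figure 1 gives the larger number of the pre-treatment genes as rising, while the text gives it as falling. Here 784 were higher and 2168 lower. The text gives the size of the set generation of neurons for neuron development, for which Table S4 lists 47 genes. The paper finds a clear separation of the groups by clustering in both experiments. On all genes that pass the filter, the first split did not separate the groups in the co-treatment experiment (ratio of distances 1.05) nor in the pre-treatment experiment with all 6 libraries (1.11), and it did over the samples of Figure 3b (1.52). On the called genes of the co-treatment experiment it did as well (3.95). The paper proposes that the enriched sets of the co-treatment experiment came mostly from genes that rose. Of the members that Table S4 lists, 98 were higher and 103 lower, and of those called 58 were higher and 49 lower. The higher ones were in the majority of the called members in each of the other settings run as well. These were RLE factors (60 and 49), library size only (46 and 19) and each library left out. With 1 library left out, the numbers ran from 21 and 20 without control replicate 2 to 12 and 2 without treated replicate 3. Among all called genes the split was similar, with 74 higher and 58 lower, or 57 and 23 with library size only. The majority therefore does not tell the listed members apart from the called genes as a whole.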

Other observations

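In this part, the test of length among abundant small structured RNAs was chosen after the result was seen, the test of pseudogenes by place was devised after the test by strand had given its result, and the readings of the test by strand and of both tests of length as undecided were made after their values were known.

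More RNA from introns in control replicates 1 and 2 is a candidate explanation for their many reads outside genes and for the genes called over the samples of Figure 3b. It was first tested by strand. Genes inside an intron of a protein-coding gene on the strand of that gene would fall more with treatment, relative to the host gene, than those on the opposite strand. The median was -0.76 for 348 genes on the same strand and -0.71 for 548 on the opposite strand, a difference of -0.0462 (one-sided permutation p = 0.251; -0.09 in the co-treatment experiment), which by the prediction set for it argues against the explanation. After this result, processed pseudogenes in introns were found to hold similar read densities on the strand of the host (0.362 CPM per kb, 244 genes) and on the opposite strand (0.444 CPM per kb, 437 genes). If the counting did not use the strand, the test could not decide, and for that reason it is read here as undecided.

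A second test of the same explanation, read on either strand, compared processed pseudogenes by place. Those inside introns had a median log2FC of -0.69 (528 genes) and those outside protein-coding genes -0.03 (440 genes). The difference was -0.66 (one-sided permutation p = 1e-05, the smallest these can give), against 0.18 in the co-treatment experiment. The permutations in the tests by strand, place and length shuffle genes, which are not independent replicates, with the libraries fixed. Their p-values therefore do not measure the spread between cultures. From control replicates 1 and 2 to control replicate 3 the pseudogenes inside introns fell further, by a median difference to those outside of -1.25. The values the explanation needs are there, but the test replaced the one by strand, so it may only be taken as a hypothesis, and no experiment on the cause was analysed here. RNA of nuclei, incomplete splicing and the handling of the RNA are not told apart by it.

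The abundant small structured RNAs were lower in control replicates 1 and 2 than in the treated libraries, and a loss of short molecules from these 2 libraries was tested as the explanation. Over 675 of 765 such genes with a length (88.2%; 39 to 1756 nucleotides), length and log2FC had a Spearman correlation of -0.0392 (one-sided permutation p = 0.156), and 253 of the genes were higher in treated cells, with a median of -0.45. Over the 36 genes with a mean of at least 10 CPM, of which 35 were higher with a median of 3.11, the correlation was 0.0734 (one-sided permutation p = 0.665). By their predictions both values argue against a loss by length, and both were first read so. The medians by length were -0.0655 up to 100 nucleotides (121 genes), -0.27 above that and up to 200 (283 genes) and -0.74 in 270 of the longer genes, an order that goes with such a loss. Most of the 765 genes have few counts, and the 36 abundant ones are few, so the explanation cannot be told apart from others by these tests and remains undecided.

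In the co-treatment experiment, 1 of the 10 ways to split the 6 libraries gave as many called genes as the real one, the real one itself, while the other 9 gave at most 2 (edgeR's quasi-likelihood test). The share can never be under 0.1 with 10 splits, so the splits alone cannot exclude chance, whatever their counts.

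Gene families that no claim of the paper is about had the following medians of the log2FC, with adjusted p-values from limma's camera. Replication-dependent histones were 0.95 after pre-treatment over the samples of Figure 3b (68 of 75 higher, adjusted p = 1.07e-07), 0.93 with RLE factors, 0.73 with library size only and 0.33 over all 6 libraries (60 of 75 higher, 0.167), while fry gave an adjusted p of 0.452 and camera with an estimated correlation 0.934. After co-treatment their median was 0.06 (45 of 73 higher, 0.990), and they passed the threshold without control replicate 1 (-0.11, 0.00375) and without control replicate 3 (0.20, 0.0166). Mitochondrially encoded proteins were -0.14 after co-treatment (11 of 13 lower, 0.0642) and passed without control replicate 2 (-0.15, 0.00766) and without treated replicate 1 (-0.18, 0.0231). After pre-treatment they were -0.75 (10 of 13 lower, 0.102) and passed with no filter (-0.78, 0.0397) and without control replicate 1 (-0.98, 0.0217). Ribosomal protein pseudogenes were 0.09 (135 of 210 higher, 0.0644) after co-treatment, passed without control replicate 3 (0.12, 0.00272) and without treated replicate 1 (0.17, 0.0231), and were 0.06 (155 of 298 higher, 0.922) after pre-treatment. Collagens were 0.000708 (15 of 30 higher, 0.922) and 0.13 (19 of 34 higher, 0.922). Small-RNA loci with their pseudogenes were -0.10 (192 of 338 lower, 0.922) and -0.39 (461 of 762 lower, 0.161), and after pre-treatment they passed with the replicate block (-0.44, 0.0315) and without control replicate 1 (-0.64, 0.0237). Without pre-treatment control replicate 1, the adjustment over both experiments also put the mitochondrially encoded proteins (0.0428) and the ribosomal protein pseudogenes (0.0460) of the co-treatment experiment under the threshold.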
